# Transcriptomic analysis of wound xylem formation in *Pinus canariensis*

**DOI:** 10.1186/s12870-017-1183-3

**Published:** 2017-12-04

**Authors:** V. Chano, C. Collada, A. Soto

**Keywords:** Wound, Healing, Conifers, Transcriptome, Wood, *Pinus canariensis*

## Abstract

**Background:**

Woody plants, especially trees, usually must face several injuries caused by different agents during their lives. Healing of injuries in stem and branches, affecting the vascular cambium and xylem can take several years. In conifers, healing takes place mainly from the remaining vascular cambium in the margin of the wound. The woundwood formed in conifers during healing usually presents malformed and disordered tracheids as well as abundant traumatic resin ducts. These characteristics affect its functionality as water conductor and its technological properties.

**Results:**

In this work we analyze for the first time the transcriptomic basis of the formation of traumatic wood in conifers, and reveal some differences with normal early- and late-wood. Microarray analysis of the differentiating traumatic wood, confirmed by quantitative RT-PCR, has revealed alterations in the transcription profile of up to 1408 genes during the first period of healing. We have grouped these genes in twelve clusters, according to their transcription profiles, and have distinguished accordingly two main phases during this first healing.

**Conclusions:**

Wounding induces a complete rearrangement of the transcriptional program in the cambial zone close to the injuries. At the first instance, radial growth is stopped, and a complete set of defensive genes, mostly related to biotic stress, are induced. Later on, cambial activity is restored in the lateral borders of the wound, even at a high rate. During this second stage certain genes related to early-wood formation, including genes involved in cell wall formation and transcription factors, are significantly overexpressed, while certain late-wood related genes are repressed. Additionally, significant alterations in the transcription profile of abundant non annotated genes are reported.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-017-1183-3) contains supplementary material, which is available to authorized users.

## Background

Organisms usually suffer injuries throughout their life. In multicellular organisms these injuries can cause the damage or loss of differentiated tissues or organs, and ease the entry and spread of pathogens. The analysis of the similarities and differences in the regeneration process in animals and plants has been on the spotlight in recent years [1–3]. Animals can often regenerate these damaged tissues and even, in certain cases, the lost organs, and due to constant regeneration of certain tissues such as skin, eventually no signal of the injury remains after some time.

On their side, plants do not regenerate continuously their tissues. Proliferation is usually limited to certain niches: the root and shoot apical meristems (including axillary buds) and the vascular cambium and the phellogen in woody plants. If damage occurs, the plant generates new tissues and organs from these meristems or eventually develops new meristematic niches from living cells, usually parenchymatic ones [4, 5]. This is the case of the traumatic periderms developed, for instance, from cortical parenchyma or from mesophyll to seal a wound in a young stem or a leave.

When a woody branch or stem suffers a deep wound, affecting the secondary xylem, the vascular cambium must be restored. In certain angiosperms proliferation from xylem parenchyma or from immature xylem conducting elements has been described, as in *Tilia* [6], *Eucommia* [7] or *Populus* [8]. These cells can reverse their differentiation pathway and divide profusely, giving rise to a parenchymatic callus. Later on, a new, traumatic vascular cambium differentiates within this callus, and new secondary xylem and phloem are produced.

On the contrary, this proliferation from (partially) differentiated cells is not usual in conifers. In these species healing takes place mainly from the remaining vascular cambium in the margins of the wound, as described recently for *Pinus canariensis* [9].

Anyway, the traumatic wood formed this way can be easily distinguished from normal wood. Traumatic wood usually presents malformed tracheary elements and fibers, with altered lignification patterns, and with a high proportion of parenchymatic cells. Orientation of these elements is also very often distorted [9–12], probably due to altered hormonal flux, and also to altered mechanical signals, as suggested by Chano *et al*. [9]. This disorganized xylem implies an evident disadvantage for water and nutrient transport [10]. In the case of conifers, especially Pinaceae, traumatic wood also presents a very high proportion of resin ducts, as described for *Cedrus libani* [13], *Larix decidua* [14, 15], *Picea abies* [15, 16], *Pinus nigra* [17] or *Pinus pinaster* [18]. Actually, formation of traumatic resin ducts is the basis of traditional resin exploitation, very common in the past for several species of Mediterranean pines, and with increasing interest in the last years [18].

Since plants do not renew their secondary xylem, but generate new sheets of xylem, centrifugally, year after year, traumatic xylem also remains in the damaged branch or stem, leaving a “scar” in the wood. These scars have proven to be very useful, for instance, for dendrochronology studies [15, 19]. However, traumatic wood presents undesirable characteristics from a technological point of view. Although the higher density due to the increase in resin content can improve certain mechanical qualities of wood it also causes problems at machining and blunting [20]. In addition, disordered and not properly formed traumatic tracheids contribute to alter the physico-mechanical properties of wood. Therefore, lumber dealers consider traumatic wood as a defect, lowering the price and reducing the applicability of wood pieces with important scars.

Several works have focused in the consequences of traumatisms on wood development in conifers: early-late wood ratio, ring width, formation of traumatic resin ducts (f.i., [10, 21–24]), and a few others in the description of the healing process from an anatomical point of view [9, 25–27]. However, although the molecular aspects of the response to traumatism has been analysed in different angiosperms (f. i., [4, 28–31]), the process has been less studied in gymnosperms, where most works have focused in the induction of traumatic resin ducts by traumatism, insect attack or fungal infections [32–35]. In this work we focus on the molecular basis of traumatic wood formation in a gymnosperm, *P. canariensis*, known for its extraordinary healing ability. For this purpose we have performed deep wounds in the stem of *P. canariensis* trees, affecting the vascular cambium, and have assessed the transcriptomic profile during the healing process and traumatic wood growth.

## Results and discussion

### Identification of genes induced and repressed in response to wounding

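Wound tissue and control tissue of Canary Island pine (Pinus canariensis) were compared on 9 two-color arrays, 3 for each of the sampling dates H1, H2 and H3, with RNA of the wound border in one dye channel and RNA of the control in the other. Each array held 61339 features, of which 1378 were control features. The remaining 59961 spots carried 60 bp probes of 19519 distinct sequences, most of them spotted 3 times. The authors deposited the scanner intensities of each spot, as extracted by Agilent's Feature Extraction, and a table of log2 ratios. From the intensities, local background was corrected here with normexp (offset 50), control spots and between 3.48% and 4.05% of spots per array marked as outliers were left out, and log2 ratios of wound over control were normalized by loess within arrays and scaled between arrays. The scanner files give the names of 4 contigs only. Contigs were therefore identified by matching the fold changes computed from the deposited log2 ratios to those printed in the paper's Table S1, within a relative tolerance of 0.003 plus 0.004, which linked 1370 of its 1408 contigs to probes (97.3%). For single sequences the same search found 0 matches to the fold changes with their signs reversed and 1 match to fold changes moved by 3%. Pools of 2 sequences, which gave 67 of the matches, were tried with reversed signs only (0 matches). As the identity of a contig rests on the paper's mean fold changes, a ratio near the paper's is not a separate check of it, whereas the values per array, their spread and the tests are. Values are means of log2 ratios ± SD over the 3 arrays of a date, and adjusted p values come from limma over 19452 contigs and unassigned probes, with Benjamini-Hochberg adjustment. The number of arrays that share the sign of the mean follows each adjusted p. Where one channel was well above background on none of the 3 arrays of a date, the ratio of a single contig is given only as a lower limit, from means of loess and Aquantile normalized channel levels set against the dimmest signal well above background on each array. Such limits are open to dye bias, because the dye swap was not balanced. Where 1 or 2 of the arrays had the channel well above background, the ratio is given with their number. The size of such a ratio is uncertain, because the channel was dim on the rest. The number of arrays, 3 per date, limits the precision of every value.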

In order to analyse the transcriptomic response in the cambial zone and differentiating xylem in the borders of deep wounds performed in the stem of pine trees, we hybridized a 60K two-color cDNA microarray (Agilent, USA) which includes genes involved in *P. canariensis* xylogenesis [36]. 

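The 9 arrays carried 3 biological replicates per date. In replicate 1 of each date the wound RNA was labelled with Cy5 and the control RNA with Cy3, and in replicates 2 and 3 the dyes were exchanged. The sample descriptions and the channel fields of the deposited labels give opposite dyes on all 9 arrays. The descriptions were followed, because with them the log2 ratios have the sign of the paper's fold changes. The labels number the trees 13, 3 and 16 at H1, 4, 15 and 2 at H2 and 6, 14 and 5 at H3, so that no number occurs at more than 1 date. For H2 the paper's text, legends and sampling dates give 75, 78 and 77 days after wounding, and for H3 its text and sampling dates give 92 and 91 days.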

Samples were collected at three dates during wound response: i) H1 was collected seven days after wounding, ii) H2 after 75 days, when development of traumatic wood was evident and while the trees outside the wound area were still forming early wood, and finally iii) H3 92 days after wounding, when the trees were already forming late wood. Controls for each sample were collected at the same sampling dates from branches distant from the wound, in order to distinguish local effects caused by wound response from constitutive changes in gene expression during the vegetative season.

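On the 9 arrays between 77.2% and 84.6% of spots were well above background in the channel of the wound tissue, and between 79.8% and 83.5% in the channel of the control branches. No spot was saturated in either channel (0 of 59961 per array). The SD of the log2 ratio between repeated spots of a probe had a mean per array from 0.11 (H2 replicate 3) to 0.22 (H3 replicate 2). Each ratio sets the wound tissue against the branch collected at the same date, so a change of the ratio between dates can come from either channel. Between H1 and H3, 1939 contigs differed in their ratio. For 1422 of them (73.3%) the level in the control channel moved more than the level in the wound channel, with median sizes of 1.40 and 0.65 on the log2 scale.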

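Among the DEGs re-derived here by Rank Products (given below), the median size of the log2 ratio was 2.13 at H1, 1.95 at H2 and 1.91 at H3. Ratios ran from -5.03 to 7.47 at H1, from -4.02 to 5.16 at H2 and from -5.57 to 6.29 at H3. Their spread between replicates was smallest at H1, with a median SD of 0.36, against 0.85 at H2 and 0.71 at H3. Over all contigs and probes the median SD was 0.16, 0.24 and 0.21. For the matched DEGs of Table S1, the sign was shared by all 3 arrays in 805 of 807 at H1, 311 of 326 at H2 and 600 of 611 at H3.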

Figure 1 shows the distribution of genes selected as over- and underexpressed at each sampling point. 

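Rank Products on the spots of the 3 arrays of each date, with fold change and FDR averaged over the spots of a contig, selected 1185 DEGs at 1 or more dates. The thresholds were those of the paper, an FC size above 2 and an FDR below 0.05. A test by limma on contig means (adjusted p below 0.05 and FC size above 2) selected 2395, and an FDR below 0.01 left 479. With 1 array left out, the count lay between 673 and 1122, the lowest without H1 replicate 2. Of the DEGs of Table S1 that were matched to probes, Rank Products selected 721 of 807 at H1, 285 of 326 at H2 and 446 of 611 at H3. Adjusted p values of limma, with no limit on size, were below 0.05 for 763, 258 and 521 of them.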

We identified 1408 differentially expressed genes (DEG), genes significantly overexpressed or repressed compared to normal wood formation. Table 1 shows a selection of 91 DEGs with the strongest response (induction or repression), grouped following the functional processes they are presumably related to, according to their top BLASTx hit, as previously described [36]. The complete table can be found in a supplementary table (Additional file 1).

**Fig. 1:**
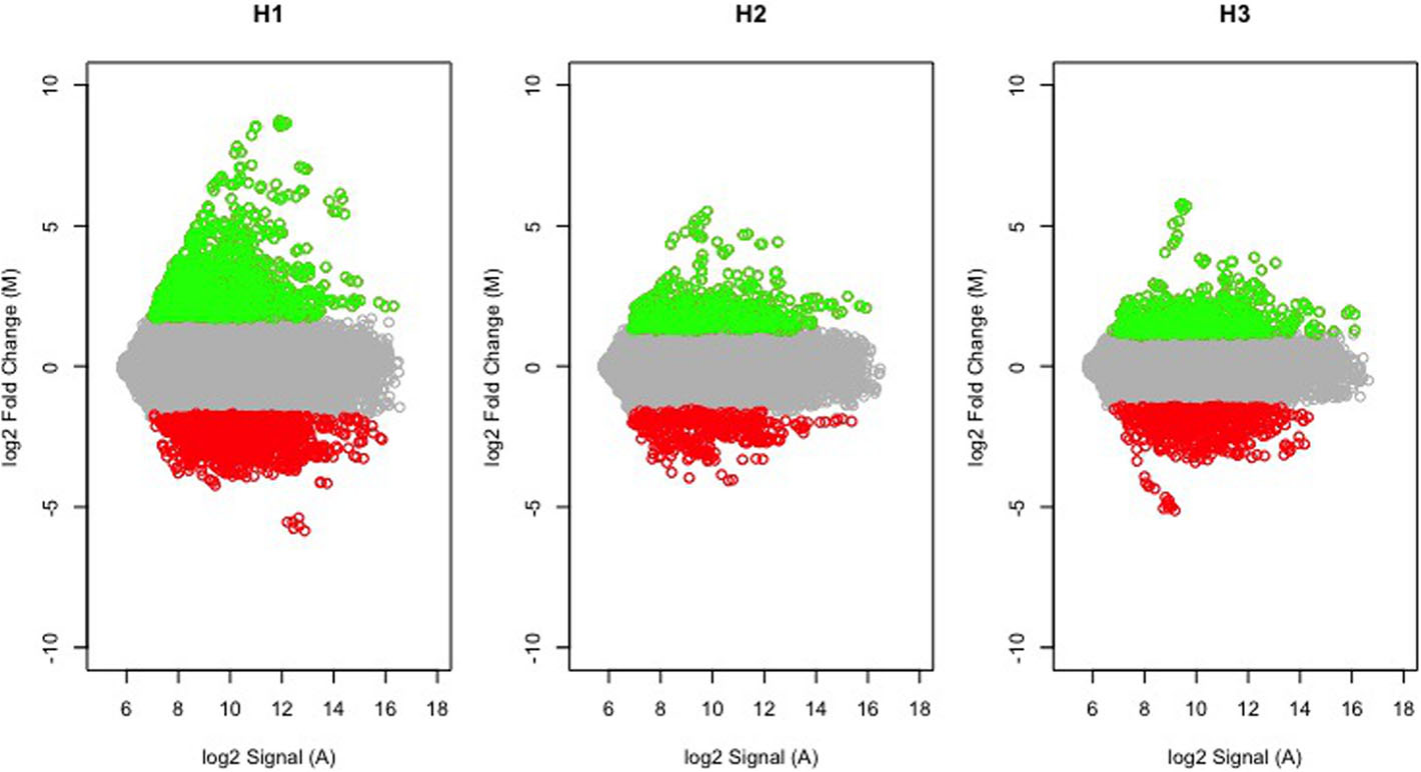
MA plot of microarray normalized data during wound-response. X-axis: Log2 of microarray signals; Y-axis: Log2 of Fold Change values; Green dots: probes selected as overexpressed (FC > 2, FDR < 0.05, between treatment and control RNA samples); Red dots: probes selected as underexpressed (FC < -2, FDR < 0.05 between treatment and control RNA samples)

**Table 1:** Selected wound-responsive DEGs, grouped according to their putative role and their expression profile clustering

Cluster	ID	Seq. Description	H1		H2		H3	
			FC	FDR	FC	FDR	FC	FDR
Defense and stress response genes								
A	Contig18804	disease resistance response protein 206-like	**395.78**	**0.00**	**37.14**	**0.00**	**52.52**	**0.00**
A	Contig19053	pathogenesis-related protein pr-4b-like	**96.55**	**0.00**	**23.91**	**0.00**	**19.77**	**0.00**
A	Contig22185	major allergen pru ar 1-like	**138.29**	**0.00**	**13.75**	**0.00**	**4.94**	**0.01**
A	Contig22375	pathogenesis-related protein pr-4-like	**343.24**	**0.00**	**7.69**	**0.00**	**7.38**	**0.00**
A	Ppnisotig12265	antimicrobial peptide 1-like	**72.52**	**0.00**	**16.88**	**0.00**	**12.84**	**0.00**
A	Ppnisotig13133	pathogenesis-related protein pr-4-like	**206.36**	**0.00**	**6.43**	**0.00**	**5.13**	**0.00**
A	Ppnisotig13431	disease resistance response protein 206-like	**133.78**	**0.00**	**24.75**	**0.00**	**31.68**	**0.00**
B	Contig00602	defensin ec-amp-d2-like	**11.27**	**0.00**	2.07	0.12	-1.42	0.65
B	Contig02906	nematode resistance hspro2-like	**7.81**	**0.01**	-1.23	0.94	-2.12	0.11
B	Contig03079	lactoylglutathione lyase glyoxalase i family protein	**3.96**	**0.04**	1.97	0.20	-1.36	0.75
B	Contig09180	thioredoxin h-type	**6.82**	**0.01**	1.52	0.44	1.39	0.55
B	Contig19857	nematode resistance hspro2-like	**9.88**	**0.00**	-1.33	0.83	-2.56	0.06
B	Contig20555	phenylalanine ammonia-lyase-like	**14.41**	**0.00**	**3.19**	**0.03**	-1.08	1.11
C	Contig13499	(-)-camphene tricyclene chloroplastic-like	2.17	0.17	2.14	0.12	**2.81**	**0.01**
D	Contig00126	basic endochitinase a-like	**15.25**	**0.00**	-1.20	0.55	0.34	1.13
D	Contig10307	endochitinase a-like	**65.05**	**0.00**	**3.40**	**0.02**	1.49	0.47
D	Contig17617	defensin ec-amp-d2-like	**44.89**	**0.00**	1.32	0.40	-1.23	0.69
D	Contig21216	endochitinase a-like	**92.45**	**0.00**	2.28	0.08	**2.51**	**0.02**
D	Contig23442	chitinase 1-like	**29.31**	**0.00**	2.12	0.37	-1.65	0.41
D	Ppnisotig00751	endochitinase pr4-like	**85.39**	**0.00**	**3.16**	**0.02**	1.28	0.78
D	Ppnisotig01747	peroxidase 12-like	**97.76**	**0.00**	1.74	0.28	1.53	0.37
D	Ppnisotig06171	glutathione s-transferase f9-like	**41.49**	**0.00**	**2.48**	**0.05**	1.55	0.36
D	Ppnisotig08058	endochitinase pr4-like	**89.60**	**0.00**	1.15	1.04	1.12	1.08
H	Contig03270	geranylgeranyl pyrophosphate chloroplastic-like	1.61	0.46	1.48	0.45	**2.57**	**0.03**
H	Contig08417	abietadienol abietadienal oxidase-like	1.10	1.12	2.08	0.11	**2.64**	**0.02**
H	Ppnisotig10634	geranylgeranyl pyrophosphate chloroplastic-like	-1.26	1.00	**2.54**	**0.04**	**2.92**	**0.01**
Cell-wall matrix development and/or carbohydrates metabolism								
G	Contig06476	caffeoyl- o-methyltransferase	-1.27	0.97	**-3.59**	**0.04**	-1.44	0.61
G	Contig15857	cellulose synthase-like protein d3	1.38	0.78	-1.14	1.08	**-3.00**	**0.04**
G	Contig17013	probable xyloglucan endotransglucosylase hydrolase protein 23	-1.24	0.93	**-6.29**	**0.00**	**-7.64**	**0.00**
G	Contig21865	galactinol--sucrose galactosyltransferase-like	2.27	0.18	-2.03	0.21	**-3.39**	**0.03**
H	Contig00603	beta-xylosidase alpha-l-arabinofuranosidase 2-like	-0.57	1.10	2.46	0.07	**2.58**	**0.03**
H	Contig03225	expansin alpha	-2.10	0.20	**2.64**	**0.04**	1.99	0.13
H	Contig05066	probable pectate lyase 15-like	**-5.21**	**0.01**	2.08	0.20	**3.24**	**0.01**
H	Contig05424	probable xyloglucan endotransglucosylase hydrolase protein 8-like	-1.78	0.37	**2.55**	**0.04**	2.18	0.06
H	Contig09907	probable xyloglucan endotransglucosylase hydrolase protein 32	-1.86	0.32	2.14	0.09	**2.95**	**0.01**
H	Contig10173	endoglucanase 24-like	**-3.26**	**0.05**	1.58	0.46	**2.58**	**0.03**
H	Contig13281	probable pectinesterase 68-like	-1.56	0.60	2.18	0.09	**3.40**	**0.01**
H	Contig18777	endoglucanase 24-like	-1.69	0.41	**2.54**	**0.04**	**5.32**	**0.00**
H	Contig18811	expansin alpha	-1.59	0.58	**3.42**	**0.01**	**4.98**	**0.00**
I	Contig00766	xyloglucan endotransglucosylase hydrolase protein 9-like	**-17.49**	**0.00**	-1.36	0.72	-1.24	0.78
I	Contig02447	caffeoyl- o-methyltransferase-like	**-6.41**	**0.01**	1.17	0.75	-1.58	0.34
I	Contig03231	probable carboxylesterase 15-like	**-4.22**	**0.03**	-1.63	0.38	-1.39	0.68
I	Contig08356	udp-glycosyltransferase 85a2-like	**-44.90**	**0.00**	1.62	0.28	1.45	0.46
I	Contig11436	probable polygalacturonase non-catalytic subunit jp650-like	**-13.41**	**0.00**	1.46	0.47	1.52	0.44
I	Contig13611	beta-xylosidase alpha-l-arabinofuranosidase 2-like	**-4.92**	**0.02**	0.35	1.08	1.39	0.56
I	Contig19457	xyloglucan endotransglucosylase hydrolase protein 9-like	**-14.61**	**0.00**	-1.41	0.66	-1.31	0.68
L	Contig00654	cellulose synthase a catalytic subunit 3	**-8.70**	**0.00**	-1.86	0.26	-1.57	0.54
L	Contig01405	protein cobra-like	**-6.74**	**0.01**	-2.06	0.20	-2.27	0.09
L	Contig01916	xyloglucan glycosyltransferase 4-like	-1.45	0.71	-1.36	0.60	**-4.36**	**0.01**
Hormone signalling								
B	Contig00715	1-aminocyclopropane-1-carboxylate oxidase-like	**5.91**	**0.01**	1.63	0.51	1.77	0.19
B	Contig03482	salicylic acid-binding protein 2-like	**5.92**	**0.01**	1.99	0.14	1.40	0.57
C	Contig00524	1-aminocyclopropane-1-carboxylate oxidase-like	1.69	0.38	**3.80**	**0.02**	**2.65**	**0.02**
C	Ppnisotig12073	1-aminocyclopropane-1-carboxylate oxidase-like isoform x1	**3.27**	**0.05**	**2.48**	**0.05**	**2.29**	**0.04**
D	Contig14053	salicylic acid-binding protein 2-like	**22.28**	**0.00**	**3.04**	**0.04**	**3.76**	**0.00**
I	Contig16100	1-aminocyclopropane-1-carboxylate oxidase	**-4.81**	**0.02**	**2.54**	**0.04**	**2.45**	**0.04**
Transcriptional regulation of meristem activity								
B	Contig00787	nac domain-containing protein 2-like	**9.26**	**0.00**	-1.02	0.85	-1.26	0.79
B	Contig12353	early nodulin-like protein 1	**9.58**	**0.00**	-1.48	0.61	**-2.80**	**0.05**
B	Contig20304	homeobox-leucine zipper protein athb-13-like	**3.82**	**0.04**	1.31	0.72	1.24	0.86
D	Contig13895	nac transcription factor 29-like	**22.81**	**0.00**	1.08	1.07	1.20	0.64
G	Contig09007	exordium like 2	-0.36	1.17	**-3.66**	**0.03**	**-4.59**	**0.01**
H	Contig06813	wuschel-related homeobox 4-like	-1.76	0.34	1.49	0.47	**2.61**	**0.02**
H	Contig14178	clavata3 esr-related 12 family protein	**-3.46**	**0.05**	1.70	0.41	**2.45**	**0.03**
L	Contig05551	probable wrky transcription factor 51-like	-2.28	0.19	**-3.39**	**0.04**	-2.23	0.15
L	Contig12050	transcription factor myb46-like	**-9.05**	**0.00**	-2.05	0.18	-2.11	0.22
Non annotated genes and unknown functions								
A	Contig03506	hypothetical protein SELMODRAFT_115352	**63.88**	**0.00**	**20.85**	**0.00**	**12.74**	**0.00**
B	Contig09209	---NA---	**13.90**	**0.00**	1.35	0.82	-1.67	0.36
B	Contig22448	---NA---	**12.00**	**0.00**	1.31	0.68	-1.40	0.64
B	Contig24621	---NA---	**12.34**	**0.00**	0.36	1.01	-1.81	0.30
D	Contig19474	---NA---	**22.81**	**0.00**	1.49	0.64	0.36	1.09
D	Contig20761	predicted protein	**24.06**	**0.00**	1.29	0.75	1.80	0.20
D	Contig22397	---NA---	**31.25**	**0.00**	2.29	0.09	1.10	1.10
D	Contig23569	---NA---	**36.23**	**0.00**	2.55	0.06	-2.05	0.27
F	Contig03012	---NA---	**7.04**	**0.01**	**-7.98**	**0.00**	**-4.60**	**0.01**
F	Contig03111	---NA---	**5.57**	**0.02**	-3.12	0.12	**-2.77**	**0.05**
G	Contig12685	uncharacterized loc101213469	1.34	0.82	-1.79	0.31	**-6.43**	**0.00**
G	Contig20076	---NA---	2.71	0.12	0.11	1.03	**-7.76**	**0.00**
G	Contig23934	---NA---	1.31	0.79	-2.74	0.08	**-9.51**	**0.00**
G	Contig24690	---NA---	1.55	0.53	-2.30	0.17	**-8.11**	**0.00**
H	Contig12627	---NA---	-1.94	0.28	**4.42**	**0.00**	**8.62**	**0.00**
H	Contig21346	---NA---	-1.02	1.19	**7.69**	**0.00**	**7.90**	**0.00**
I	Contig02729	---NA---	**-11.85**	**0.00**	2.03	0.19	1.70	0.23
I	Contig13781	---NA---	**-12.25**	**0.00**	-1.08	1.01	1.09	0.88
I	Contig16419	---NA---	**-13.45**	**0.00**	1.55	0.31	-0.45	0.83
I	Contig19504	---NA---	**-12.31**	**0.00**	-1.05	1.03	1.13	0.90
L	Contig02798	uncharacterized loc101210414	-1.25	0.99	-1.78	0.29	**-5.06**	**0.01**
L	Contig10360	---NA---	**-9.23**	**0.00**	-2.42	0.12	-1.69	0.36
L	Contig12514	---NA---	**-9.36**	**0.00**	-2.14	0.17	-1.35	0.33
L	Contig14134	---NA---	-1.64	0.55	**-9.50**	**0.00**	**-3.12**	**0.04**
L	Contig14477	---NA---	**-10.08**	**0.00**	-2.38	0.12	-2.15	0.12
L	Contig20478	---NA---	-1.33	0.86	**-5.43**	**0.01**	**-2.76**	**0.04**
L	Contig34794	PREDICTED: uncharacterized protein LOC101509257	**-10.94**	**0.00**	**-3.20**	**0.04**	-2.59	0.10

FC: Fold-change. FDR: adjusted p-value by False Discovery Rate. In bold, statistically significant values

Immediate response H1 included 837 DEGs; 619 DEGs were detected for H3, while only 336 DEGs were detected at H2. 

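Re-derived by Rank Products, 742 DEGs were found at H1 (356 overexpressed and 386 repressed), 295 at H2 (163 and 132) and 453 at H3 (223 and 230). In limma, 1528 contigs passed an adjusted p of 0.05 and an FC size of 2 at H1, 224 overexpressed and 401 repressed at H2, and 820 at H3. There H2 exceeded H3 with Feature Extraction's processed signals (1187 and 683), without normalization between arrays or with Aquantile (582 and 548), and with the deposited log2 ratios (594 and 554). When 1 array of the date was left out, Rank Products on the other 2 selected between 126 (without H1 replicate 2) and 152 (without H1 replicate 3) DEGs at H1, between 14 (without H2 replicate 3) and 92 (without H2 replicate 1) at H2, and between 37 (without H3 replicate 2) and 79 (without H3 replicate 1) at H3. In limma, leaving out H2 replicate 1 gave 1099 at H2 and 977 at H3, and leaving out H2 replicate 2 or 3 lowered the count at H2 to 272 or 95. H2 also exceeded H3 without H3 replicate 1 (686 and 610) and without H3 replicate 2 (555 and 486). Between the arrays of H2 the log2 ratios of all contigs correlated with r from 0.25 to 0.775, against 0.832 to 0.865 within H1 and 0.482 to 0.735 within H3. These correlations are across contigs, which are not independent replicates.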

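By the same rule 52 contigs were DEGs at H1, H2 and H3, and limma with an FC size above 2 gave 91. This count was sensitive to single arrays, and with 1 array left out it lay between 9 (without H2 replicate 3) and 27 (without H3 replicate 1). Under an FDR below 0.01 it was 17.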

Just 69 genes were identified as DEG for the three sampling dates, H1, H2 and H3. Moreover, just 87 genes were identified as DEGs exclusively for H2, while 348 were exclusive DEGs for H3 and up to 658 for H1 (Fig. 2).

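Of the DEGs re-derived here, 597 were selected only at H1, 89 only at H2 and 246 only at H3. Leaving out an array of the date lowered these numbers to between 85 and 105 at H1, to 26, 0 and 0 at H2 (without replicate 1, 2 and 3) and to 8, 3 and 27 at H3. In limma, 1249, 248 and 411 contigs passed an adjusted p of 0.05 and an FC size of 2 at that date alone. Selection at 1 date does not show that the response differed between dates. A test of the difference itself is given with the clustering of the samples.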

**Fig. 2:**
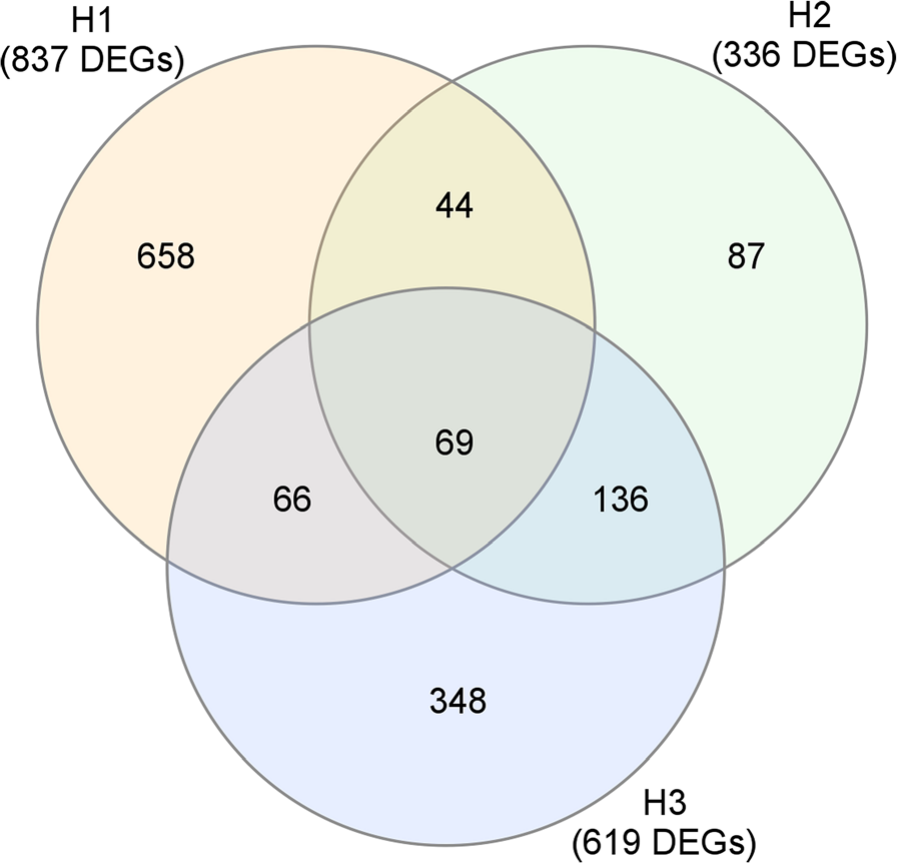
Differentially expressed genes during first healing. Venn’s diagram of wound-responsive DEGs at 7 (H1), 78 (H2) and 92 (H3) days after wounding

Enrichment analysis of DEGs pointed out an increase of mRNA levels for the categories “defense response”, “response to stress” and different forms of “response to stimulus”, as “response to abiotic stimulus” or “response to biotic stimulus”, among others, in the Biological Process (BP) category. As well, other enriched GO terms were “nucleic acid binding transcription factor activity” and “sequence-specific DNA binding transcription factor activity”, for the Molecular Function (MF) category, and “extracellular region”, “cell wall”, “cell periphery” and “external encapsulating structure” GO terms of the Cellular Component category.

### Hierarchical clustering of DEGs

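The mean log2 ratio of a cluster was computed on each array from its matched contigs, among them 9 of 9 in cluster A, 276 of 285 in B, 189 of 190 in G, 208 of 212 in H, 294 of 309 in I and 195 of 200 in L. Cluster membership is that of Table S1. As the clusters were formed from these same arrays, their means describe the arrays and were not tested. The setting that moved the means most was the use of Feature Extraction's processed signals, under which the mean of cluster K at H3 was -6.99 in place of -4.71. Directions at H1 were the same under all settings for background and normalization. Cluster means use the ratios of dim contigs too. With contigs dim in 1 channel set to their lower limit and those dim in both left out, the mean of K at H3 on unscaled ratios was -4.02 in place of -4.22, with 3 of 5 contigs at the limit, while other cluster means moved by about 0.04 or less.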

Twelve clusters were established according to the transcription patterns detected for DEGs throughout H1, H2 and H3 (Fig. 3).

**Fig. 3:**
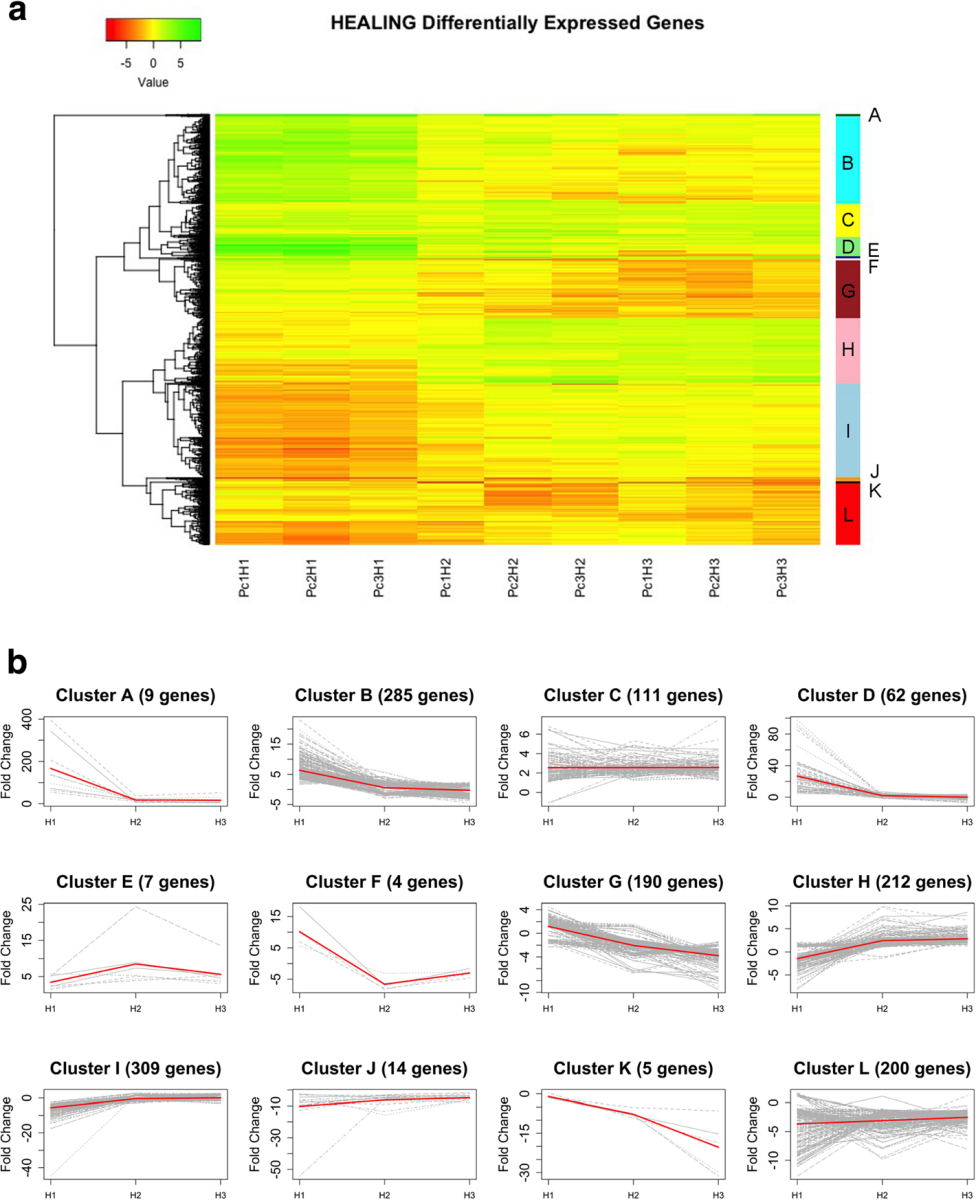
Clustering of DEGs according to expression patterns. **a** Hierarchical clustering of 1408 DEGs for three biological replicates (PC1, -2 and -3), identifying 12 clusters (A – L). **b** Gene expression profiling of clusters, showing Fold Change variations along sampling dates

Cluster A includes genes clearly induced at H1, which keep high transcription levels during H2 and H3, although at a minor degree. 

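In cluster A the mean log2 ratio was 6.08 ± 0.12 at H1 (SD, n = 3 arrays), 3.91 ± 0.91 at H2 and 3.87 ± 0.02 at H3, with all 9 contigs positive at each date. The fall from H1 to the later dates exceeded the spread between arrays. At H2 the arrays differed, with 3.40, 4.96 and 3.36 in replicates 1, 2 and 3. Single contigs ranged from 4.99 to 7.47 at H1. Adjusted p values were below 0.05 for 9 of 9 contigs at H1, 9 at H2 and 8 at H3.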

Genes included in clusters B, D and F were also overexpressed at H1, but later on their transcription levels decrease, being even repressed at H2 and/or H3. 

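Mean log2 ratios at H1, H2 and H3 were 2.13 ± 0.06, 0.24 ± 0.42 and -0.27 ± 0.17 in cluster B (276 contigs), 3.76 ± 0.16, 0.96 ± 0.54 and -0.02 ± 0.35 in cluster D (61 contigs) and 2.76 ± 0.24, -2.67 ± 0.42 and -1.64 ± 0.76 in cluster F (4 contigs). At H1 all contigs of the 3 clusters were positive. Means below 0 exceeded the SD between arrays at H2 and H3 in cluster F and at H3 in cluster B, but not in cluster D. At H3, 32 of 276 contigs in B, 11 of 61 in D and 2 of 4 in F were repressed with an adjusted p below 0.05, and 9, 9 and 0 were overexpressed. At H2, 3, 0 and 3 were repressed and 23, 17 and 0 overexpressed.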

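Cluster C (108 contigs) had mean log2 ratios of 0.99 ± 0.04 at H1, 1.25 ± 0.04 at H2 and 1.35 ± 0.12 at H3, and 106, 108 and 108 of its contigs were positive. The rise from H1 to H2 exceeded the SD between arrays, while the difference between H2 and H3 did not. On unscaled ratios the means of cluster C were 1.148, 1.222 and 1.217, so the rise was smaller there. In cluster H (208 contigs) the mean was -0.59 ± 0.05 at H1, 1.10 ± 0.22 at H2 and 1.5 ± 0.20 at H3, so that it was repressed at the first date, with 172 contigs negative. In cluster E (7 contigs) it was 1.33 ± 0.38, 2.73 ± 0.57 and 2.48 ± 0.76. The means at H2 and H3 differed by about as much as 1 SD or less in clusters E and C.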

Genes in cluster C show a faint overexpression throughout the three phases, while clusters E and H show an increasing overexpression at H2 and H3. 

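The mean log2 ratio of cluster G (189 contigs) was 0.45 ± 0.13 at H1, -1.0 ± 0.44 at H2 and -2.04 ± 0.50 at H3, and 25, 0 and 0 of its contigs were overexpressed and 0, 71 and 168 repressed with an adjusted p below 0.05. Levels in each channel showed where the ratio moved. From H1 to H3 the level of cluster G in the control tissue rose by 2.92 on the log2 scale, and in the wound tissue by 0.58. In cluster K (5 contigs) the mean ratio was -0.36 ± 0.89, -3.63 ± 4.56 and -4.71 ± 1.23. Its value at H2 came from 1 array, with -8.88 in replicate 1, -0.65 in replicate 2 and -1.36 in replicate 3, and was -1.0 without replicate 1. At H3 all 3 arrays were negative (-5.88, -3.42 and -4.84), with the wound signal of 3 of the 5 contigs near background.

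**Figure D1:**
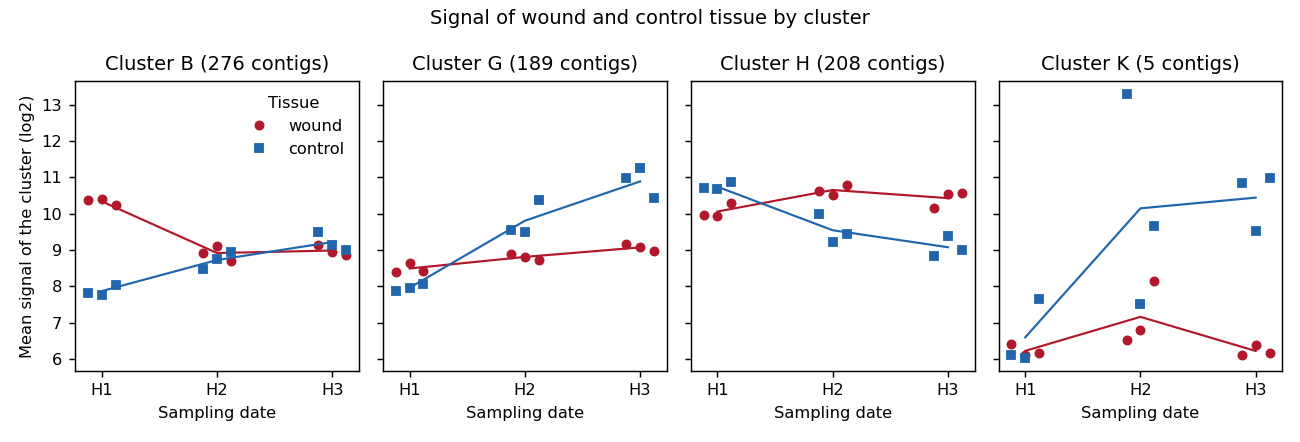
Mean signal (log2, loess and Aquantile normalized) of the contigs of clusters B, G, H and K in wound tissue (circles) and control tissue (squares) at the sampling dates H1, H2 and H3. Each point is 1 array, and lines join the means of the 3 arrays of a date. In cluster G the control signal rises from H1 to H3 by 2.92 and the wound signal by 0.58.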

The opposite pattern is reflected by clusters G and K, with an increasing repression at H2 and H3. Genes in cluster I show a significant repression at H1, followed by a recovery of transcription to normal levels at H2 and H3. 

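For the 294 matched contigs of cluster I, the mean log2 ratio was -2.04 ± 0.16 at H1, with all contigs negative and 286 of them at an adjusted p below 0.05. It was -0.30 ± 0.63 at H2 and 0.05 ± 0.29 at H3, both within 1 SD of 0. At H2 replicate 1 stood apart, with -1.02 against -0.02 and 0.15 in replicates 2 and 3. At H3, 10 contigs were overexpressed and 9 repressed.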

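Cluster J (14 contigs) had mean log2 ratios of -2.44 ± 0.48 at H1, -2.45 ± 1.05 at H2 and -2.39 ± 1.42 at H3, all contigs being negative at each date. The mean of H3 ranged from -0.78 in replicate 1 to -3.49 in replicate 3. In cluster L (195 contigs) the means were -1.30 ± 0.19, -1.55 ± 0.22 and -1.37 ± 0.55, and 179, 194 and 194 contigs were negative. The dates differed by less than or about as much as the SD between arrays in both clusters. Of the 195 contigs of cluster L, 89, 84 and 70 were repressed with an adjusted p below 0.05.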

Finally, clusters J and L are characterized by a general repression during the three phases.

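Euclidean distances between arrays were computed over the log2 ratios of 1369 matched contigs of Table S1. The mean distance between replicates was 24.5 within H1, 50.7 within H2 and 43.7 within H3. For 6 of the 9 arrays the nearest array belonged to the same date. The other 3 were H2 replicate 1 and H2 replicate 3, both nearest to H3 replicate 3, and H3 replicate 3, nearest to H2 replicate 3. These contigs were selected as DEGs on the same arrays.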

Clustering of samples revealed consistency among biological replicates, as shown in a supplementary figure (Additional file 2). Samples harvested at H1 clustered together and separated from the other sampling dates; on their side, H2 and H3 samples were included in the same group. 

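Complete linkage placed the 3 arrays of H1 in 1 of the 2 main groups and the 6 arrays of H2 and H3 in the other. The mean distance from arrays of H1 was 76.6 to those of H2 and 90.8 to those of H3, while arrays of H2 and H3 lay 51.2 apart, close to the mean distance within H2. The grouping was the same with average linkage and under all settings for background, normalization and filtering. It changed with a distance of 1 minus Pearson's correlation and with the log2 ratios of all 19408 contigs and probes that had a value on every array, where the arrays of H1 were not separated from all others at the first division. H3 replicate 1 was farther from the arrays of H2 (64.2) than from the other arrays of H3 (47.8).

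**Figure D2:**
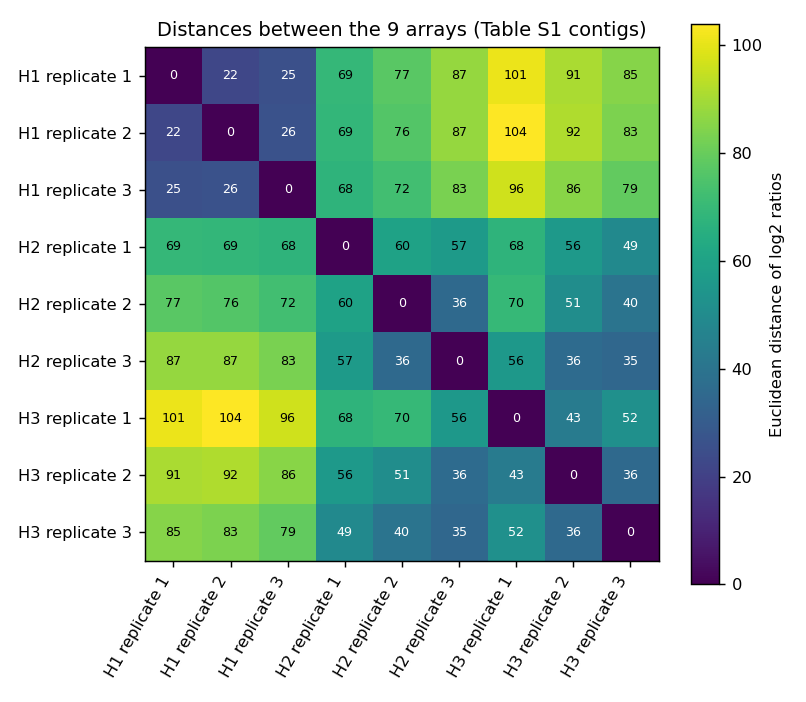
Euclidean distances between the 9 arrays, computed over the log2 ratios (wound over control) of the matched Table S1 contigs. Each cell is 1 pair of arrays, with its distance written in it and shown by colour. The 3 arrays of H1 lie a mean of 24.5 apart and 90.8 from the arrays of H3.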

Slight irregularities (for instance, sample Pc3H2 is closer to H3 samples than to the other H2 ones) can be due to the genetic variability among trees. This result supports the differentiation of two major phases (H1 and H2/H3) in the response to wounding, as discussed below.

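The labels give tree number 2 to H2 replicate 3 and number 3 to H1 replicate 2, so the sample the paper calls Pc3H2 was taken to be the third replicate. The mean distance of H2 replicate 3 was 42.2 to the arrays of H3 and 46.2 to the other arrays of H2, a ratio of 0.914, and under median centring in place of loess the ratio was 1.02. For H2 replicate 1 these distances were 57.8 and 58.2, nearly equal, and for H2 replicate 2 they were 53.5 and 47.7. Each tree number occurs at 1 date only, so variability among trees and among arrays could not be separated.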

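The difference between dates was tested with limma over all 9 arrays, for a difference in log2 ratio of at least 1 at an adjusted p below 0.05. The response at H1 differed from the mean of H2 and H3 in 1798 contigs and probes, higher at H1 in 894 and lower in 904. It differed from H2 in 1227 and from H3 in 1939. Between H2 and H3 the count was 0 in limma, the only tool run on single contigs here, where 1592 had an unadjusted p below 0.05. Tests of contig lists between these dates are given with the early wood and late wood contigs. The setting that moved the first count most was Feature Extraction's processed signals, with 2982. With 1 array left out, the count for H1 against H2 lay between 519 (without H2 replicate 3) and 2259 (without H2 replicate 1), and that for H2 against H3 was 6 without H3 replicate 3 and 0 without any other. The paper takes the clustering of its samples, with H1 apart from H2 and H3, as support for 2 major phases of the response to wounding, H1 and H2/H3.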

To validate the reliability of the transcription profiles obtained from microarray hybridization, we selected 12 genes for qRT-PCR analysis, covering the main tendencies described above and the putative function of the genes. Thus, we selected three genes directly involved in cell growth and cell wall formation, as an expansin (Contig 03225, cluster H), a CeSA-like (Contig 00654, cluster L) and a CCoAOMT (Contig 06476, cluster G), transcription factors also involved in xylogenesis, as a MYB46-like (Contig 12050, cluster L), a WOX4-like (Contig 06813, cluster H), a bHLH35-like (Contig 05923, cluster C)an ATHB13-like (Contig 20304, cluster B), a NAC2-like (Contig 00787, cluster B), and a WRKY51-like (Contig 05551, cluster L). 

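On the arrays, Contig00654 (CesA-like) had log2 ratios of -2.72 ± 0.35 at H1 (SD, n = 3; adjusted p = 0.00587, 3 of 3 arrays), -1.14 ± 1.31 at H2 and -0.72 ± 1.03 at H3, the later dates not passing an adjusted p of 0.05. The alternative that moved its value at H1 most was the processed signals of Feature Extraction, with -3.25. Contig12050 (MYB46-like) had -2.77 ± 0.32 (adjusted p = 0.00432, 3 of 3 arrays) at H1, -1.23 ± 1.10 (adjusted p = 0.122, 3 of 3 arrays) at H2 and -1.19 ± 1.15 (adjusted p = 0.133, 3 of 3 arrays) at H3. Contig05923 (bHLH35-like) had 1.80 ± 0.38 (adjusted p = 0.00278, 3 of 3 arrays), 1.52 ± 0.62 (adjusted p = 0.0151, 3 of 3 arrays) and 1.08 ± 0.59 (adjusted p = 0.0379, 3 of 3 arrays) at the 3 dates. Contig20304 (ATHB13-like) was overexpressed at H1, 1.67 ± 0.44 (adjusted p = 0.00256, 3 of 3 arrays), as was Contig00787 (NAC2-like), 2.80 ± 0.64 (adjusted p = 0.00311, 3 of 3 arrays), and neither passed at H2 or H3. Contig05551 (WRKY51-like) was repressed at each date, -0.99 ± 0.44 (adjusted p = 0.0441, 3 of 3 arrays), -1.85 ± 0.36 (adjusted p = 0.0111, 3 of 3 arrays) and -1.25 ± 0.85 (adjusted p = 0.0307, 3 of 3 arrays). Contig06813 (WOX4-like) moved from -0.73 ± 0.21 (adjusted p = 0.0319) at H1 to 1.54 ± 0.52 (adjusted p = 0.00472, 3 of 3 arrays) at H3. With 1 array left out, adjusted p passed 0.05 for Contig05923 at H2 (0.073 without H2 replicate 2), Contig05923 at H3 (0.198 without H3 replicate 3), Contig05551 at H1 (0.228 without H1 replicate 3), Contig05551 at H2 (0.0792 without H2 replicate 3), Contig05551 at H3 (0.152 without H3 replicate 2) and Contig06813 at H1 (0.158 without H1 replicate 3). Contig00787 at H1 (control, 2 of 3) and Contig05551 at H1 (wound, 2 of 3) and H2 (wound, 1 of 3) had only that many arrays with the channel in brackets well above background.

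**Figure D3:**
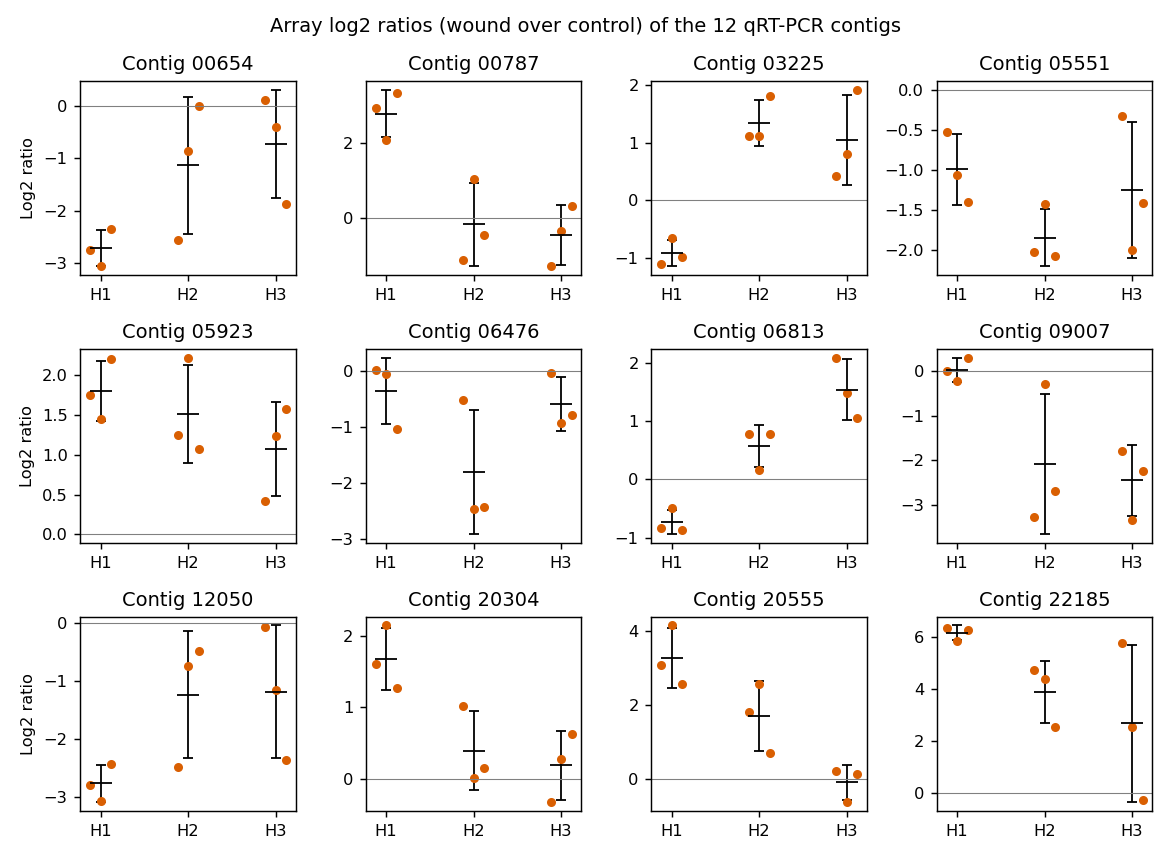
Array log2 ratios (wound over control) of the 12 contigs chosen for qRT-PCR at H1, H2 and H3. Points are single arrays, and horizontal marks with bars are the mean ± SD of the 3 arrays of a date. Contig22185 spreads widest at H3, with an SD of 3.01. For Contig03225 the control channel was not well above background at H3.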

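In the array data, Contig20555 (PAL-like) had log2 ratios of 3.26 ± 0.81 (adjusted p = 0.000934, 3 of 3 arrays) at H1, 1.69 ± 0.94 (adjusted p = 0.0284, 3 of 3 arrays) at H2 and -0.10 ± 0.47 (adjusted p = 0.908, 1 of 3 arrays) at H3. Contig09007 (EXORDIUM-like) was near 0 at H1, 0.02 ± 0.26 (SD, n = 3), and repressed at H2 and H3, -2.08 ± 1.57 (adjusted p = 0.0365, 3 of 3 arrays) and -2.45 ± 0.79 (adjusted p = 0.0203, 3 of 3 arrays). Contig22185 (major allergen Pru ar 1-like) had 6.15 ± 0.29 (adjusted p = 0.00264, 3 of 3 arrays) at H1 and 3.88 ± 1.18 (adjusted p = 0.0338, 3 of 3 arrays) at H2. At H3 its arrays ran from -0.26 to 5.76, with a mean of 2.68 ± 3.01 and an adjusted p of 0.0958. The adjusted p exceeded 0.05 after leaving out 1 array for Contig20555 at H2 (0.144 without H2 replicate 2), Contig09007 at H2 (0.192 without H2 replicate 3), Contig09007 at H3 (0.109 without H3 replicate 2) and Contig22185 at H2 (0.145 without H2 replicate 2).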

Finally, we also analysed a gene coding for a PAL protein (Contig 20555, cluster B), involved in salicylic acid biosynthesis and presumably related to defense, an EXORDIUM-like protein (Contig 09007, cluster G), presumably involved in cell proliferation, and a Major Allergen Pru AR1-like (Contig 22185, cluster A), putatively involved in defensive response.

Profiles obtained by qRT-PCR for these genes match the ones obtained from microarray hybridization, with high correlation coefficients, thus validating the general tendencies described above for microarray analysis (Fig. 4).

**Fig. 4:**
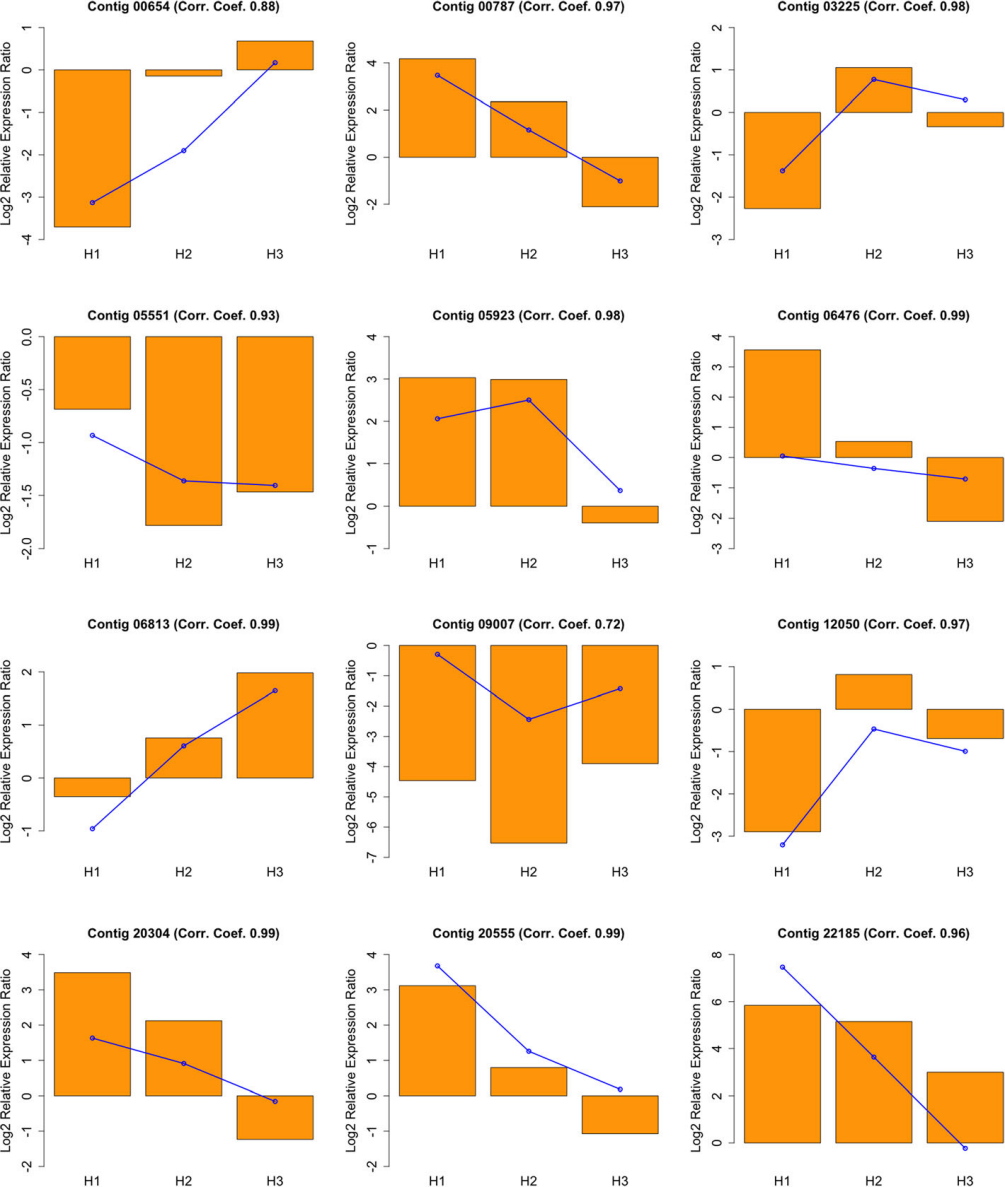
qRT-PCR validation of microarray transcription profiles. X-axis: sampled times; Y-axis: normalized gene expression values of selected DEGs for qRT-PCR (bars) validation of microarray expression profiling (continuous lines)

Detailed analysis of the transcription patterns of the differentially expressed genes (DEGs) leads to the identification of two major phases in the response to wounding.

#### H1. Immediate response

A complete rearrangement of the transcriptional program takes place as immediate response to wounding. 

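Without a limit on size, limma found an adjusted p below 0.05 at H1 for 4218 of the 19452 contigs and probes tested, against 2019 at H2 and 2283 at H3. Leaving out 1 array of H1 lowered the first number to between 1902 and 2251. Leaving out H2 replicate 1 raised it to 5382. The count at H2 was 3752, 469 and 120 without H2 replicates 1, 2 and 3, and that at H3 was 1470, 850 and 898 without H3 replicates 1, 2 and 3, and 3719 without H2 replicate 1. With all arrays but no normalization between them, the counts at H1, H2 and H3 were 5614, 1729 and 1236. Feature Extraction's processed signals gave 5401, 2170 and 1033. In both, H1 stayed the largest and H2 exceeded H3. Ratios larger than 1 on the log2 scale, in either direction, were counted for 1812 to 1923 contigs on the single arrays of H1, 1491 to 1590 on those of H2 and 1308 to 1751 on those of H3 after scaling, a step that gives all arrays the same median size of log2 ratio. Before scaling, the ranges were 2056 to 2581, 944 to 1915 and 1086 to 1294.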

At H1, a general repression of genes involved in the normal development of early wood is detected. In particular, genes related to meristematic activity, cell division or synthesis of cell wall show their transcription levels significantly lowered. This is consistent with anatomical observations: Chano *et al.* [9] described how cambial activity is stopped in response to a recent wound, and no growth in the cambial zone is further detected up to approximately 4 weeks after wounding. 

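The median log2 ratio of 14 contigs that the text names as early wood genes, listed before any ratio was computed, was -0.78 at H1, and all 14 were negative. In limma's camera test against all other contigs the adjusted p was 1.3e-05, over 12 tests of 4 lists at 3 dates. Adjusted over all contigs tested, 8 of the 14 were repressed at H1, and 11 of the 14 adjusted over the list alone. The paper picked these contigs among the DEGs of the same arrays, so the test is not independent evidence. Medians per array were -1.17, -0.67 and -0.92. Camera presets the correlation between contigs. With it estimated, the unadjusted p stayed below 0.05 for early wood at the 3 dates, late wood at H3 and cellulose synthase at H1, and no longer did for late wood at H1, cellulose synthase at H2 and jasmonate at H1 and H2. Under fry the adjusted p values below 0.05 at single dates were the same.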

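In Table S1 15 contigs carry the word xyloglucan in their annotation, and all were matched. At H1, 11 of the 15 were negative and 4 positive, with a median log2 ratio of -0.77. Adjusted p values were below 0.05 for 7 repressed and 2 overexpressed members. The largest repression in this family was -3.55 and the largest overexpression 2.86. At H2 and H3, 12 and 11 members were negative, not all of them the same ones as at H1.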

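Members of defense families in Table S1 were mostly overexpressed at H1. All 5 contigs annotated as pathogenesis-related proteins were matched, 4 of them positive, with a median log2 ratio of 5.67. Among transcription factors, 6 of 7 NAC and 4 of 5 WRKY contigs were positive at H1, with medians of 2.56 and 1.72, and 2 of 7 and 1 of 5 at H3. The directions of these 3 families at H1 were the same under all settings for background and normalization. The median of the pathogenesis-related contigs moved most under the processed signals of Feature Extraction, to 8.57. Table S1 lists only DEGs, so these fractions do not describe all members of a family on the array.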

On the contrary, numerous genes putatively involved in the defense against stress (including biotic stress) are significantly induced at this point, serving as a defense against opportunistic pathogens infecting the wound. Noteworthy, many of these genes were reported to show their transcript maximum in normal xylogenesis during late wood formation [36]. Expression of genes related to stress and defense processes in differentiating late wood has also been reported in other species. For instance, Mishima *et al*. [37] described the abundance of “defense mechanism genes” in the “cessation of growth clusters” obtained from cambial zone and differentiating xylem in *Cryptomeria japonica* In normal late wood formation, these genes could act as a preventive defense against putative pathogens infecting the tree just before dormancy, since dormancy could hamper the display of an induced response during winter. Later on, well differentiated late wood constitutes a barrier against eventual infections that could take place during winter, as described by the CODIT (Compartmentalization Of Decay In Trees) model [38].

Thus, among the genes involved in **cell wall development** typically overexpressed during early wood development and repressed at H1 we can find **transcription factors** such as the HD-ZIP class III family member ATHB15-like or a MYB46-like transcription factor, reported to be involved in cell wall biosynthesis in *Arabidopsis* [39], included in clusters I and L, respectively (Fig. 3). 

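Contig06513 (ATHB15-like, cluster I) had a log2 ratio of -1.57 ± 0.36 (adjusted p = 0.00111, 3 of 3 arrays) at H1, 0.51 ± 0.25 at H2 and 0.08 ± 0.47 at H3, where it did not pass an adjusted p of 0.05. The repression of Contig12050 (MYB46-like, cluster L) was less at H3 than at H1 by 1.58 on the log2 scale, and this difference had an adjusted p of 0.137. From H1 to H3 its level in the wound channel rose by 1.49 and in the control channel fell by 0.58.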

Other genes directly involved in the cell wall biosynthesis and repressed at this stage, were some CAZymes (f.i., Contigs 03231, 11436, 13611, 19457, 00766, or 08356), COBRA or KORRIGAN endoglucanase (Contigs 01405, or 10173, as well as a CCoAOMT (Contig 02447), involved in lignin biosynthesis and deposition. 

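All 9 contigs named here were repressed at H1 on 3 of 3 arrays. Among the CAZymes the log2 ratios were -1.79 ± 0.52 (adjusted p = 0.0300) for Contig03231, -3.23 ± 0.57 (adjusted p = 0.00122) for Contig11436, -2.04 ± 0.49 (adjusted p = 0.00237) for Contig13611, -3.32 ± 0.34 (adjusted p = 0.00101) for Contig19457, -3.55 ± 0.22 (adjusted p = 0.00135) for Contig00766 and -4.82 ± 0.21 (adjusted p = 0.000403) for Contig08356. The COBRA-like Contig01405 had -2.4 ± 0.48 (adjusted p = 0.0175), the endoglucanase Contig10173 -1.52 ± 0.52 (adjusted p = 0.0132) and the CCoAOMT Contig02447 -2.4 ± 0.10 (adjusted p = 0.038). With 1 array of H1 left out the adjusted p exceeded 0.05 for Contig03231 at H1 (0.15 without H1 replicate 2), Contig01405 at H1 (0.11 without H1 replicate 2), Contig10173 at H1 (0.0916 without H1 replicate 3) and Contig02447 at H1 (0.152 without H1 replicate 2). Contig08356 had the lowest mean of cluster I at H1. Its value moved most under the processed signals of Feature Extraction, to -5.66. Contig19457 at H1 (wound, 2 of 3) and Contig00766 at H1 (wound, 2 of 3) had the channel in brackets well above background on that many arrays only.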

As well, a homologous of the rice NAC29 transcription factor (Contig 13895) has been found to be locally induced at H1 (FC=22.81). This gene was previously reported to participate in normal late-wood development in the Canary Island pine [36], coexpressed with a putative cellulose synthase-like protein, consistently with its reported role as activator of CesA in rice [40]. However, no significant induction of CesA was found in H1. This fact can be due to the observed repression at this point of MYB546, another activator of CesA [39]. Additionally, NAC29 could be also involved in other routes related to wound stress, and not only in the synthesis of cellulose, since no growth was detected at H1. 

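Contig13895 (NAC29-like) had a log2 ratio of 3.90 ± 0.66 (adjusted p = 0.00231, 3 of 3 arrays) at H1 and was near 0 at H2, 0.07 ± 0.65, and H3, 0.37 ± 1.77. The difference between H1 and H3 was 3.54 (adjusted p = 0.0188), the wound level falling by 1.83 and the control level moving by 2.43. Contig13895 at H1 (control, 1 of 3) had only that many arrays with the channel in brackets well above background.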

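The 4 contigs of Table S1 annotated as cellulose synthase A were all repressed at H1, with a median log2 ratio of -2.73 (camera, adjusted p = 0.000721). Table S1 lists only DEGs of the same arrays, so the tests of these contigs are not independent evidence. Other cellulose synthase contigs on the array are not described by them. Contig20721 had -1.72 ± 0.41 (adjusted p = 0.000403, 3 of 3 arrays), Contig00260 -2.74 ± 0.44 (adjusted p = 0.00939, 3 of 3 arrays) and Contig41981 -2.78 ± 0.41 (adjusted p = 0.0271, 3 of 3 arrays). All 4 passed an adjusted p of 0.05, adjusted over all contigs as well as adjusted over the list alone. Without 1 array of H1 this was no longer so for Contig00260 at H1 (0.0684 without H1 replicate 2) and Contig41981 at H1 (0.137 without H1 replicate 2). At H2 and H3 the medians were -1.20 (camera, adjusted p = 0.0659) and -0.90 (adjusted p = 0.243). Single arrays moved the median at H2, to -0.31 without H2 replicate 1 and to -1.82 without H2 replicate 3. The median at H3 lay between -1.25 and -0.37 with 1 array left out. At both later dates 0 of the 4 contigs had an adjusted p below 0.05 in limma.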

Actually, this gene has been described to be involved in the response to stress caused by high salinity and drought in bread wheat [41].

Conversely, among the genes significantly overexpressed at H1 we can find genes related to oxidative stress, hydrolytic enzymes and hormonal signaling. **Oxidative stress** is one of the main effects of mechanical damage and infections. Cell lysis results in the production of hydrogen peroxide, which is toxic for pathogens, but also for plant cells, triggering the hypersensitive response [42]. Peroxidases are then induced for ROS (reactive oxygen species) detoxification [43, 44]. Interestingly, in addition to their role in response to pathogens [45, 46], peroxidases are also involved in lignin biosynthesis and suberization [47–49]. Although some peroxidases were repressed at H1, several contigs coding for different isoforms of a peroxidase12-like protein were overexpressed at this time (f.i., Ppnisotig 01747 with FC value of 97.76, cluster D). 

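For Ppnisotig01747 the control signal was not well above background on any array, so that only lower limits hold, computed from channel levels before the ratios are scaled. The overexpression at H1 was at least 81.6-fold (adjusted p = 2.3e-06, 3 of 3 arrays), against at least 1.49-fold at H2 (adjusted p = 0.0200) and at least 1.24-fold at H3 (adjusted p = 0.0244). The adjusted p rose above 0.05 without H2 replicate 3 (0.123) and without H3 replicate 3 (0.131). All 4 contigs annotated as peroxidase 12-like were positive at each date, with median log2 ratios of 2.34, 1.35 and 0.82. On unscaled ratios, with contigs dim in the control at their lower limit (1, 2 and 2 of the 4), the medians were 2.70, 1.13 and 0.40. Of the 14 peroxidases in Table S1, 9 were positive at H1, 7 of them with an adjusted p below 0.05, and 5 negative, 3 of them with such a p.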

In the same way, other genes involved in oxidative stress were induced at this stage, as Contig 03079 (cluster B), putatively coding for a lacoylglutathione lyase, involved in the glutathione-based detoxification [50] and in the response to drought and cold stress [51]. 

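Contig03079 had a log2 ratio of 1.68 ± 0.65 at H1, positive on 3 of 3 arrays. Rank Products selected it, with a mean FC of 3.22 and a mean FDR of 0.0391, while limma gave an adjusted p of 0.0644. At H3 it was -0.69 ± 1.83. Contig03079 at H1 (control, 1 of 3) and H3 (wound, 1 of 3; control, 1 of 3) had the channel in brackets well above background on that many arrays only.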

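Contig09180 (thioredoxin h-type) had a log2 ratio of 2.36 ± 0.07 (adjusted p = 0.000152, 3 of 3 arrays) at H1, with one of the smallest spreads between arrays among the contigs named in the text. At H2 and H3 it fell to 0.60 ± 0.46 and 0.47 ± 0.35, and neither passed an adjusted p of 0.05. The difference between H1 and H3 was 1.89 (adjusted p = 0.00267). Ppnisotig06171 was not matched to probes and is not analysed here.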

In the same way, a glutathione-S-transferase (Ppnisotig 06171 found in cluster D) or a thioredoxin (Contig 09180, cluster B), also involved in the anti-oxidative plant defense [52], were also overexpressed at H1.

Another important group of genes induced at this stage are those coding for **hydrolytic enzymes** that attack pathogen cell wall. Among them we find Contig 18804 and Ppnisotig 13431 in cluster A, homologous to PI206, a disease resistance response protein firstly described in *Pisum sativum*, where is induced after inoculation with *Fusarium solani* [53, 54]. 

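Of 9 contigs annotated as chitinases in Table S1, 8 were positive at H1, 7 of them with an adjusted p below 0.05, and the median log2 ratio was 4.18. The median fell to 0.94 at H2 and 0.19 at H3, when 3 and 1 contigs were overexpressed with an adjusted p below 0.05. At both later dates 2 of the 9 were near background in both channels, and without them the medians on unscaled ratios were 1.18 and 0.33.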

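Both homologues of PI206 were overexpressed at all 3 dates. Contig18804 had log2 ratios of 7.47 ± 0.35 (adjusted p = 2.7e-05, 3 of 3 arrays) at H1, 5.16 ± 1.23 (adjusted p = 0.00151, 3 of 3 arrays) at H2 and 6.29 ± 0.17 (adjusted p = 0.000395, 3 of 3 arrays) at H3. Ppnisotig13431 had 6.09 ± 0.28 (adjusted p = 3.6e-05, 3 of 3 arrays), 4.58 ± 1.05 (adjusted p = 0.00151, 3 of 3 arrays) and 5.53 ± 0.34 (adjusted p = 0.000395, 3 of 3 arrays). Leaving out any 1 array of the date kept each adjusted p below 0.05. Contig18804 at H2 (control, 2 of 3) and H3 (control, 1 of 3) and Ppnisotig13431 at H2 (control, 2 of 3) and H3 (control, 1 of 3) had only that many arrays with the channel in brackets well above background.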

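The PR-4-like Contig22375 had a log2 ratio of 7.22 ± 0.42 (adjusted p = 9.8e-05, 3 of 3 arrays) at H1, Ppnisotig13133 6.63 ± 0.77 (adjusted p = 0.000219, 3 of 3 arrays) and Contig19053 5.67 ± 0.06 (adjusted p = 1.6e-05, 3 of 3 arrays). They stayed overexpressed later, with 2.70 ± 1.58 (adjusted p = 0.0159, 3 of 3 arrays) and 3.09 ± 0.59 (adjusted p = 0.00875, 3 of 3 arrays) for the first, 2.58 ± 1.68 (adjusted p = 0.0237, 3 of 3 arrays) and 2.54 ± 0.43 (adjusted p = 0.022, 3 of 3 arrays) for the second, and at least 22.5-fold at H2 (control signal near background) and 4.72 ± 0.42 (adjusted p = 0.000365, 3 of 3 arrays) at H3 for the third. The adjusted p passed 0.05 with 1 array left out for Contig22375 at H2 (0.0589 without H2 replicate 3), Ppnisotig13133 at H2 (0.0648 without H2 replicate 3) and Ppnisotig13133 at H3 (0.11 without H3 replicate 3). Contig22375 at H1 (control, 1 of 3), H2 (control, 2 of 3) and H3 (control, 2 of 3), Ppnisotig13133 at H1 (control, 1 of 3), H2 (control, 1 of 3) and H3 (control, 1 of 3) and Contig19053 at H1 (control, 2 of 3) and H3 (control, 1 of 3) had the channel in brackets well above background on that many arrays only.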

In the same way, and also in cluster A, the putative PR-4-like proteins Contig 22375, Ppnisotig 13133 and Contig 19053 are highly induced at H1 (FC values of 343.24, 206.36 and 96.55, respectively). PR-4 protein was first described in *Solanum tuberosum* [55], named also win-1 and win-2 for “wound-inducible genes”. In *Capsicum chinense* L., PR-4 was found to have both RNAse and DNAse activity in the extracellular space during stress conditions [56]. Other putative PR4-like proteins with endochitinase activity [57], as Ppnisotig 08058 and Ppnisotig 00751, were also induced at H1 and found in cluster D. This cluster also includes other chitinases, such as endochitinase a-like proteins (Contig 21216, Contig 10307 and Contig 00126), and chitinase 1-like protein (Contig 23442). 

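Ppnisotig08058 was overexpressed at least 64.5-fold at H1 (adjusted p = 1.0e-05, 3 of 3 arrays), its control signal being near background, and at H2 and H3 both of its channels were too dim for a ratio. Ppnisotig00751 had a log2 ratio of 5.46 ± 0.88 (adjusted p = 7.6e-05, 3 of 3 arrays) at H1 and 1.55 ± 0.61 (adjusted p = 0.0296, 3 of 3 arrays) at H2. At H1 the endochitinases Contig21216, Contig10307 and Contig00126 had 5.65 ± 0.52 (adjusted p = 1.6e-05, 3 of 3 arrays), 5.12 ± 0.81 (adjusted p = 0.000116, 3 of 3 arrays) and 3.39 ± 0.47 (adjusted p = 0.00127, 3 of 3 arrays), and the chitinase 1-like Contig23442 had 4.18 ± 0.84 (adjusted p = 0.00414, 3 of 3 arrays). Contig21216 was still overexpressed at H2, 1.28 ± 0.60 (adjusted p = 0.0187, 3 of 3 arrays), and H3, 1.53 ± 0.31 (adjusted p = 0.00906, 3 of 3 arrays), and Contig10307 at H2, 1.72 ± 0.64 (adjusted p = 0.0251, 3 of 3 arrays). Calls lost with 1 array left out were Ppnisotig00751 at H2 (0.153 without H2 replicate 2), Contig21216 at H2 (0.0747 without H2 replicate 2) and Contig10307 at H2 (0.128 without H2 replicate 2). Contig21216 at H1 (control, 2 of 3), H2 (control, 2 of 3) and H3 (control, 2 of 3) and Contig23442 at H1 (control, 1 of 3) had only that many arrays with the channel in brackets well above background.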

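Between H1 and H3 the log2 ratio of Contig22185 fell by 3.47, a difference with an adjusted p of 0.106. Its wound level fell by 1.22 while its control level rose by 3.65. With 1 array of H3 left out its mean at that date ran from 1.14 to 4.15.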

A major allergen pru ar1 homologous (Contig 22185) was also found in cluster A, strongly induced at H1 (FC 138.29). This protein was first described in *Prunus armeniaca* during ripening and annotated as a pathogenesis-related protein [58]. Ppnisotig 12265, found in cluster G, corresponds to a putative antimicrobial peptide 1, which are widely present in living organisms, and possess antifungal and antibacterial properties [59]. 

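Ppnisotig12265 had log2 ratios of 5.26 ± 0.63 (adjusted p = 0.000928, 3 of 3 arrays) at H1, 4.00 ± 1.06 (adjusted p = 0.00947, 3 of 3 arrays) at H2 and 3.94 ± 1.76 (adjusted p = 0.00798, 3 of 3 arrays) at H3. It was overexpressed at each date, the pattern of cluster A, in which Table S1 lists it. Without H2 replicate 3 the adjusted p at H2 was 0.0734.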

Finally, we can also mention Contig 00602 (cluster B) and Contig 17617 (cluster D), coding for two defensins, the most abundant antimicrobial peptides in plants, involved in defense-related processes, biotic stress response and plant development [60], which were also reported to be expressed during normal late wood differentiation in *P. canariensis* [36].

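Contig00602 had a log2 ratio of 2.98 ± 0.29 (adjusted p = 0.0133, 3 of 3 arrays) at H1, and Contig17617 one of 4.82 ± 0.74 (adjusted p = 0.000682, 3 of 3 arrays). Neither passed an adjusted p of 0.05 at H2 (1.3 ± 2.19 and 0.44 ± 1.35) or H3 (-0.59 ± 0.63 and -0.45 ± 0.96). For Contig00602 the adjusted p at H1 rose to 0.0805 without H1 replicate 2. Between H1 and H3 the ratio of Contig17617 fell by 5.27 (adjusted p = 0.00299).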

In the first stage after wounding the plant displays an extensive **hormonal signaling**. For instance, Contig 00715 and Ppnisotig 12073, included in clusters B and C, respectively, encode for putative 1-aminocyclopropane-1-carboxilate oxidase (ACO) proteins, involved in the synthesis of ethylene, known to be involved in different stress- and defense-related processes [61, 62].

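Ppnisotig12073 had log2 ratios of 1.45 ± 0.06 (adjusted p = 0.00136, 3 of 3 arrays) at H1, 1.35 ± 0.49 (adjusted p = 0.0073, 3 of 3 arrays) at H2 and 1.04 ± 0.37 (adjusted p = 0.0119, 3 of 3 arrays) at H3, with no fall between H1 and H3 that passed (difference 0.41, adjusted p = 0.341). Without H3 replicate 3 the adjusted p at H3 was 0.0692. Contig00715 was not matched to probes and is not analysed here.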

Jasmonic acid (JA) is known to trigger a complex signaling network, both locally, activating the expression of wound-induced genes, and systemically, via the systemin peptide [63], mediated by ethylene [64]. However, we have not detected any DEG related to JA biosynthesis. 

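Table S1 contains 2 lipoxygenases, of which Contig05260 is annotated as a 13S-lipoxygenase, the type that acts in the pathway to jasmonate, and 7 contigs annotated as tify proteins, a family that includes repressors of jasmonate signalling. These 9 were listed before any ratio was computed. Contig05260 (linoleate 13S-lipoxygenase) was overexpressed at H1 with a log2 ratio of 1.65 ± 0.30 (adjusted p = 0.00309, 3 of 3 arrays) and passed both thresholds of the paper. Contig00625 (probable linoleate 9S-lipoxygenase) had -1.66 ± 0.96 (adjusted p = 0.28). The median of the 9 contigs was 2.96 at H1 (camera, adjusted p = 0.000826), 1.41 at H2 (adjusted p = 0.000133) and 0.48 at H3 (adjusted p = 0.0849). On unscaled ratios the median at H1 was 3.43, and 3.24 with 3 contigs whose control was near background at their lower limit. Of the 9, 6 were overexpressed and 1 repressed (Contig01564) at H1, and 4 overexpressed at H2 and 3 at H3, when adjusted over all contigs. Adjusted over the list alone, the numbers were 6 and 1 at H1, and 5 and 3 overexpressed later. The strongest, Contig06361 (tify 10a-like), had 4.99 ± 0.26 (adjusted p = 8.8e-05, 3 of 3 arrays) at H1. The contigs are DEGs of the same arrays, so the list is not independent evidence. Contig00625 at H1 (wound, 2 of 3) had the channel in brackets well above background on that many arrays only.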

The restrictive criteria used in this work to select DEGs can account for this result. Additionally, a local repression of the JA-dependent pathway by ethylene production has been reported in *Arabidopsis* [65], where the existence of an additional JA-independent pathway has also been described. This could also be the case for *Pinus canariensis.*

Two genes coding for salicylic acid-binding protein 2-like (SABP2-like) proteins were overexpressed at H1 (Contig 03482, cluster B) and at H1 and H2 (Contig 14053, cluster D). These proteins are involved in the plant immune response, through their salicylic acid (SA)-stimulated lipase activity [66]. 

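Contig03482 had log2 ratios of 2.23 ± 0.51 (adjusted p = 0.000934, 3 of 3 arrays) at H1, 1.10 ± 0.55 (adjusted p = 0.0332, 3 of 3 arrays) at H2 and 0.52 ± 0.48 at H3, the last not passing. Contig14053 had 3.86 ± 0.11 (adjusted p = 0.00166, 3 of 3 arrays) at H1, 1.70 ± 1.79 (adjusted p = 0.0709, 3 of 3 arrays) at H2 and 2.11 ± 0.30 (adjusted p = 0.0343, 3 of 3 arrays) at H3, so that H3 rather than H2 was the second date to pass an adjusted p of 0.05. Single arrays mattered at the later dates, as shown by Contig03482 at H2 (0.118 without H2 replicate 3) and Contig14053 at H3 (0.133 without H3 replicate 3). Contig03482 at H1 (control, 1 of 3) and H2 (control, 2 of 3) and Contig14053 at H1 (control, 1 of 3), H2 (control, 2 of 3) and H3 (control, 1 of 3) had only that many arrays with the channel in brackets well above background. The sizes of these ratios are therefore uncertain.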

SA is also involved in the expression of plant pathogenesis-related genes [67], and is thought to be an antagonistic of JA [68], blocking its synthesis [69, 70]. This would also be consistent with the lack of detection of DEGs related to the JA-dependent wound response pathway in this work.

Several non-annotated genes differentially overexpressed at H1 showed high levels of overexpression, specifically 63 DEGs in cluster B, 11 in cluster D, as many of the DEGs related to defense and stress mentioned above, and 2 in cluster F (f.i., Contigs 09209, 22448 or 24621 in cluster B, Contigs 23569, 22397 or 19474 in cluster D, with FC values over 20, or Contigs 03012 and 03111 in F). In addition, other non-annotated DEGs were repressed at H1, mainly grouped in clusters I (86 DEGs, with FC values below -10 for Contigs 02729, 13781, 19504 and 16419), and L (30 DEGs, with FC values close to -10 for Contigs 10360, 12514 or 14477). Additionally, other poorly annotated genes can be found among the H1-related DEGs. For instance, Contig 03506 was strongly induced at H1, with a FC value of 63.88, and kept overexpressed in H2 and H3. This sequence was annotated as homologous of the hypothetical protein SELMODRAFT_115352, predicted in the clubmoss *Selaginella moellendorfii* [71]. 

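Of the non-annotated contigs matched in clusters B, D and F, 60 of 62, 11 of 11 and 2 of 2 were overexpressed at H1 with an adjusted p below 0.05, with median log2 ratios of 1.98, 2.97 and 2.28. In cluster B, Contig09209 had 3.29 ± 0.48 (adjusted p = 0.00119), Contig22448 3.05 ± 0.47 (adjusted p = 0.00064) and Contig24621 3.13 ± 0.65 (adjusted p = 0.00149). In cluster D, Contig23569 had 4.41 ± 1.13 (adjusted p = 0.00117), Contig22397 4.28 ± 0.02 (adjusted p = 0.00017) and Contig19474 3.91 ± 0.36 (adjusted p = 2.7e-05). In cluster F, Contig03012 had 2.46 ± 0.98 (adjusted p = 0.0074) and Contig03111 2.09 ± 0.73 (adjusted p = 0.0329). All 8 were positive on 3 of 3 arrays. With 1 array left out the adjusted p passed 0.05 for Contig03012 at H1 (0.055 without H1 replicate 1) and Contig03111 at H1 (0.167 without H1 replicate 2). Contig09209 at H1 (control, 2 of 3), Contig19474 at H1 (control, 1 of 3) and Contig03012 at H1 (control, 2 of 3) had the channel in brackets well above background on that many arrays only.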

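In clusters I and L, 83 of 84 and 30 of 69 matched contigs without annotation were repressed at H1 with an adjusted p below 0.05. Log2 ratios were -3.14 ± 0.33 (adjusted p = 0.00237) for Contig02729, -3.16 ± 0.43 (adjusted p = 0.00209) for Contig13781, -3.17 ± 0.37 (adjusted p = 0.00136) for Contig19504 and -3.27 ± 0.31 (adjusted p = 0.000984) for Contig16419, and in cluster L -2.77 ± 0.20 (adjusted p = 0.00916) for Contig10360, -2.79 ± 0.45 (adjusted p = 0.0185) for Contig12514 and -2.86 ± 0.36 (adjusted p = 0.00143) for Contig14477. All 7 were negative on 3 of 3 arrays. Without 1 array of H1 the call was lost for Contig10360 at H1 (0.0579 without H1 replicate 2) and Contig12514 at H1 (0.11 without H1 replicate 2). Contig10360 at H1 (wound, 2 of 3) had only that many arrays with the channel in brackets well above background.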

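For Contig03506 the log2 ratios were 5.23 ± 0.45 (adjusted p = 0.00109, 3 of 3 arrays) at H1, 4.29 ± 1.15 (adjusted p = 0.00886, 3 of 3 arrays) at H2 and 3.88 ± 1.87 (adjusted p = 0.00915, 3 of 3 arrays) at H3. Without H2 replicate 3 the adjusted p at H2 was 0.0701. The fall from H1 to H3 was 1.35 (adjusted p = 0.362).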

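Contig20761 was overexpressed at least 19.3-fold at H1 (adjusted p = 0.000232, 3 of 3 arrays), with a control signal near background at each date. Contig34794 had a log2 ratio of -2.97 ± 0.37 (adjusted p = 0.0055, 3 of 3 arrays) at H1 and -1.92 ± 1.14 (adjusted p = 0.0526, 3 of 3 arrays) at H2, where Rank Products selected it and limma did not.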

As well, other remarkable contigs poorly annotated were Contig 20761 (cluster D), a predicted protein with FC value of 24.06 in H1, and Contig 34794 (cluster L), repressed to -10.94 at H1 and annotated as homologous to chickpea uncharacterized protein LOC101509257 [72].

#### H2/H3: Development of traumatic wood.

Chano *et al.* [9] described that noticeable formation of traumatic xylem begins 4 weeks after wounding. Accordingly, we collected traumatic wood samples 11 weeks after wounding (H2), when traumatic growth was visible at healing borders. At this date, early wood was still being formed [36]. Two weeks later, when the trees were already differentiating late wood [36], another samples of traumatic wood were collected in independent wounds (H3).

As expected, after the first phase, characterised by the cessation of growth and by the expression of defensive genes, cambial activity resumes at the wound margins and development of traumatic wood is evident. Consistently, genes related to **cell proliferation and cell wall biosynthesis** are expressed. Thus, transcription patterns are more similar between H2 and H3, and differ more from H1.

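The mean log2 ratios of all 19452 contigs and probes correlated between H2 and H3 with r = 0.708, against 0.287 between H1 and H2 and 0.0369 between H1 and H3. For the contigs of Table S1 alone these were 0.763, 0.35 and 0.052. Pairs of single arrays from H2 and H3 had a median r of 0.434, those within H2 0.305. The contigs are not independent replicates, and 3 arrays stand behind each mean.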

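The 14 early wood contigs named in the text had a median log2 ratio of 0.98 at H2 (camera, adjusted p = 5.2e-05) and 1.47 at H3 (adjusted p = 2.2e-07), with 12 of 14 positive at both dates. Adjusted over all contigs, 7 were overexpressed and 1 repressed at H2, and 11 overexpressed at H3. Adjusted over the list alone, these numbers were 10 and 2 at H2, and 11 and 1 at H3. The 7 late wood contigs named in the text had medians of 1.03 at H1 (adjusted p = 0.0172), -0.16 at H2 (adjusted p = 0.277) and -1.68 at H3 (adjusted p = 0.00101), and 3 were overexpressed at H1, 1 repressed at H2 and 4 repressed at H3 by either adjustment. Their median at H1 was 0.58 without H1 replicate 3. The contigs overexpressed at H1 (the NAC29-like contig and the defensins) were not those repressed at H3. The difference between H1 and H3 was tested with camera and had an adjusted p of 2.9e-10 for early wood and 1.7e-05 for late wood. For early wood between H2 and H3 camera gave 0.000934 and fry 0.0563. For late wood between H2 and H3 the adjusted p was 0.000825 in camera and 0.0229 in fry, with lower ratios at H3. For jasmonate between H2 and H3 the values were 0.00198 and 0.121, and all other calls held under fry.

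**Figure D4:**
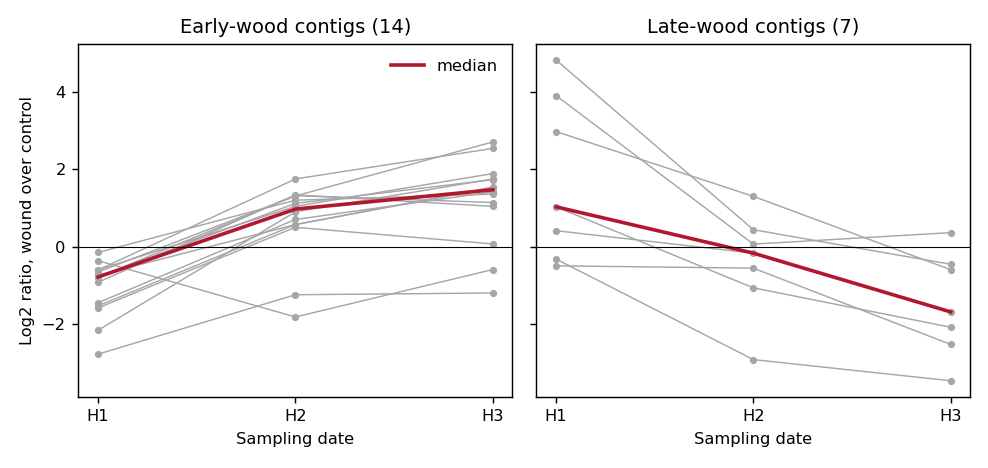
Log2 ratio (wound over control) by sampling date of the contigs that the text names as early wood genes (14) and late wood genes (7). Each grey line is 1 contig, drawn through the mean of the 3 arrays of a date, and the red line is the median of the list. The median of the early wood list rises from -0.78 at H1 to 1.47 at H3.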

While most of the genes involved in xylogenesis during latewood formation do not change their normal transcription patterns, and therefore are not detected as DEG at H2 or H3, several genes characteristic of early wood formation appear as overexpressed at these phases. This is the case for Contig 06813 (cluster H), encoding for a WOX4-like transcription factor. 

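The log2 ratio of Contig06813 was lower at H1 than at H3 by 2.28 (adjusted p = 0.00221). In the wound tissue its level changed by -0.09 from H1 to H3, and in the control branches by -2.29. At H2 it had 0.58 ± 0.36 (adjusted p = 0.102).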

WOX4 belongs to the WUSCHEL-related HOMEOBOX (WOX) family, which is involved in the differentiation in the organizing center of the apical shoot [73], in procambial and cambial growth with function in vascular bundles development [74, 75] and in the regulation of proliferation from stem cells niches in root and shoot meristems after embryogenesis [76] together with CLAVATA (CLV; [77]). Moreover, a homologous of the clavata3-like protein (CLV3) was found to be induced at H3 as well (Contig 14178, cluster H), suggesting similar combined roles in response to wounding and meristematic activity during tissue regeneration and traumatic wood development. 

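Contig14178 had log2 ratios of -1.44 ± 0.14 (adjusted p = 0.0238, 3 of 3 arrays) at H1, 0.71 ± 1.07 (adjusted p = 0.244, 2 of 3 arrays) at H2 and 1.42 ± 0.67 (adjusted p = 0.0399, 3 of 3 arrays) at H3. The call was lost with 1 array left out, as for Contig14178 at H1 (0.112 without H1 replicate 3) and Contig14178 at H3 (0.186 without H3 replicate 2). Between H1 and H3 the wound level moved by 1.52 and the control level by -1.39.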

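For the expansin Contig03225 the control signal was near background at H3, where overexpression was at least 1.83-fold (adjusted p = 0.0367), after -0.91 ± 0.23 (adjusted p = 0.0386, 3 of 3 arrays) at H1 and 1.34 ± 0.40 (adjusted p = 0.0189, 3 of 3 arrays) at H2. The expansin Contig18811 had a log2 ratio of 2.54 ± 0.30 (adjusted p = 0.00161) at H3, and the endoglucanases Contig18777 and Contig10173 had 2.71 ± 0.91 (adjusted p = 0.00257) and 1.53 ± 0.99 (adjusted p = 0.0236). Among the CAZymes, Contig00603 had 1.36 ± 0.32 (adjusted p = 0.0157), Contig13281 1.89 ± 0.48 (adjusted p = 0.0037), Contig09907 1.73 ± 0.63 (adjusted p = 0.00568), Contig05424 1.15 ± 0.43 (adjusted p = 0.0105) and Contig05066 1.75 ± 0.43 (adjusted p = 0.00953). All 9 were positive on 3 of 3 arrays at H3. With 1 array left out the adjusted p passed 0.05 for Contig03225 at H1 (0.169 without H1 replicate 1), Contig03225 at H2 (0.122 without H2 replicate 3), Contig03225 at H3 (0.144 without H3 replicate 3), Contig10173 at H3 (0.0929 without H3 replicate 3), Contig00603 at H3 (0.0885 without H3 replicate 3), Contig05424 at H3 (0.053 without H3 replicate 3) and Contig05066 at H3 (0.0541 without H3 replicate 3). Contig03225 at H2 (control, 1 of 3) had the channel in brackets well above background on that many arrays only.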

In the same way, homologues of two expansins (Contigs 03225 and 18811), two KORRIGAN endoglucanases (f.i., Contigs 18777 and 10173) or several CAZymes (f.i., Contigs 00603, 13281, 09907, 05424, or 05066), typically expressed during early wood formation in *P. canariensis* [36], are overexpressed at H3, when late wood is already differentiating in other parts of the stem. 

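At H3 Contig01916 had a log2 ratio of -2.52 ± 1.16 (adjusted p = 0.00922, 3 of 3 arrays), Contig17013 -3.45 ± 0.51 (adjusted p = 0.00399, 3 of 3 arrays), Contig21865 -2.07 ± 1.03 (adjusted p = 0.0176, 3 of 3 arrays) and the cellulose synthase-like Contig15857 -1.68 ± 0.68 (adjusted p = 0.00493, 3 of 3 arrays). At H2 only Contig17013 of these passed, -2.91 ± 1.25 (adjusted p = 0.00864, 3 of 3 arrays), while Contig01916, Contig21865 and Contig15857 had -0.55 ± 0.83, -1.06 ± 0.63 and -0.16 ± 0.20. The CCoAOMT Contig06476 was repressed at H2, -1.81 ± 1.11 (adjusted p = 0.0251, 3 of 3 arrays), but not at H3, -0.58 ± 0.48 (adjusted p = 0.374). Calls lost with 1 array left out were Contig01916 at H3 (0.0556 without H3 replicate 2), Contig17013 at H2 (0.0633 without H2 replicate 3), Contig21865 at H3 (0.0648 without H3 replicate 2) and Contig06476 at H2 (0.151 without H2 replicate 3). Contig15857 at H3 (wound, 1 of 3) and H2 (wound, 1 of 3) had only that many arrays with the channel in brackets well above background.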

On the contrary, other CAZymes (Contigs 01916, 17013 or 21865) or a cellulose synthase (Contig 15857), typically expressed during late wood formation in *P. canariensis* [36], are repressed at H2 and H3, in the same way as an early wood induced CCoAOMT (Contig 06476), crucial in lignin biosynthesis. Repression and overexpression of putative early and late wood genes during H1, H2 and H3 are summarized in Fig. 5.

**Fig. 5:**
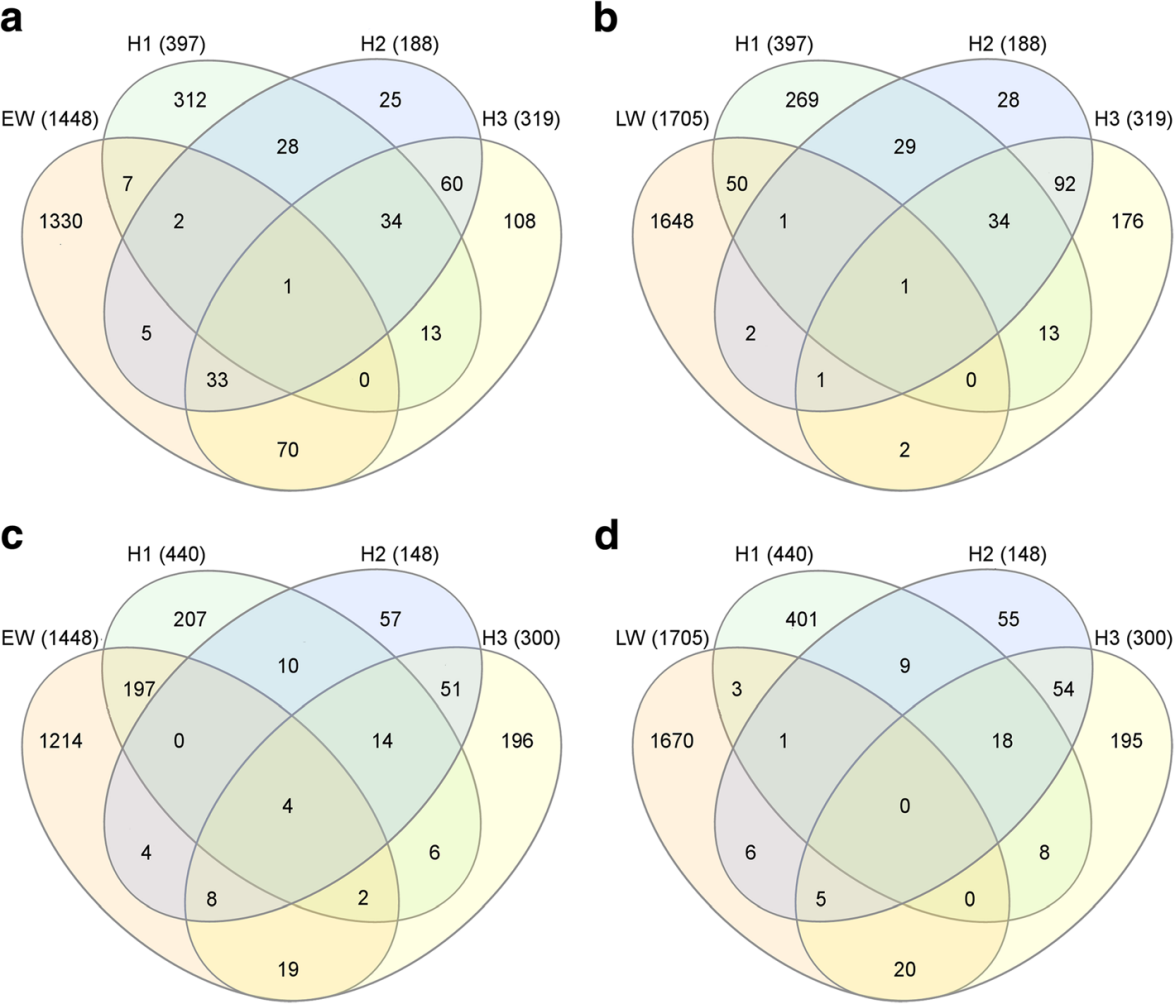
Expression of xylogenesis-related genes during wound response. Venn’s diagrams of wound-induced DEGs and early-(**a**) and late-wood (**b**) genes, and of wound-repressed DEGs and early-(**c**) and late-wood (**d**) genes

These results are consistent with anatomical observations. As shown in Fig. 6 not a clear difference between early and late wood is observed in the traumatic wood grown during 18 months after wounding. On the contrary, a high number of resin ducts appear in this traumatic wood, as already reported by Chano *et al* [9]. Accordingly, several genes related to resin synthesis have been detected as overexpressed at H2 and H3. **Oleoresins** are one of the main conifer defenses against pathogens, avoiding the spread of infections. In this work we have detected DEGs encoding geranyl diphosphate synthase and geranylgeranyl diphosphate synthase (Contig 03270 and Ppnisotig 10634, respectively; cluster H), involved in the synthesis of mono and diterpenes, induced at H3. 

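Contig03270 had a log2 ratio of 1.45 ± 1.04 (adjusted p = 0.0466, 3 of 3 arrays) at H3, and the adjusted p rose to 0.16 without H3 replicate 1. Ppnisotig10634 was overexpressed at least 2.66-fold at H3 (adjusted p = 0.00193, 3 of 3 arrays), its control signal being near background. It had 1.18 ± 0.12 (adjusted p = 0.0071, 3 of 3 arrays) at H2, with an adjusted p of 0.0553 without H2 replicate 3.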

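Contig08417 had log2 ratios of -0.05 ± 0.06 at H1, 1.06 ± 0.10 (adjusted p = 0.00741, 3 of 3 arrays) at H2 and 1.28 ± 0.45 (adjusted p = 0.00369, 3 of 3 arrays) at H3. Without H2 replicate 3 the adjusted p at H2 was 0.0533. Rank Products did not select it at H3 here, with a mean FC of 2.37 and a mean FDR of 0.0686.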

In the same way, in the same cluster, overexpressed at H3, appears Contig 08417, encoding an abietadienol/abietadienal oxidase–like protein, which catalyzes several oxidative steps in diterpenol biosynthesis [78]. 

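The log2 ratio of Contig13499 was 1.40 ± 0.96 at H3, positive on 3 of 3 arrays. Rank Products selected it (mean FDR 0.0479), while limma gave an adjusted p of 0.108.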

Contig 13499, encoding a (-)-camphene tricyclene synthase-like is also induced at H3, appearing in cluster C. This monoterpene synthase is involved in the synthesis of different monoterpenes, as camphene, tricyclene, limonene or myrcene [79].

**Fig. 6:**
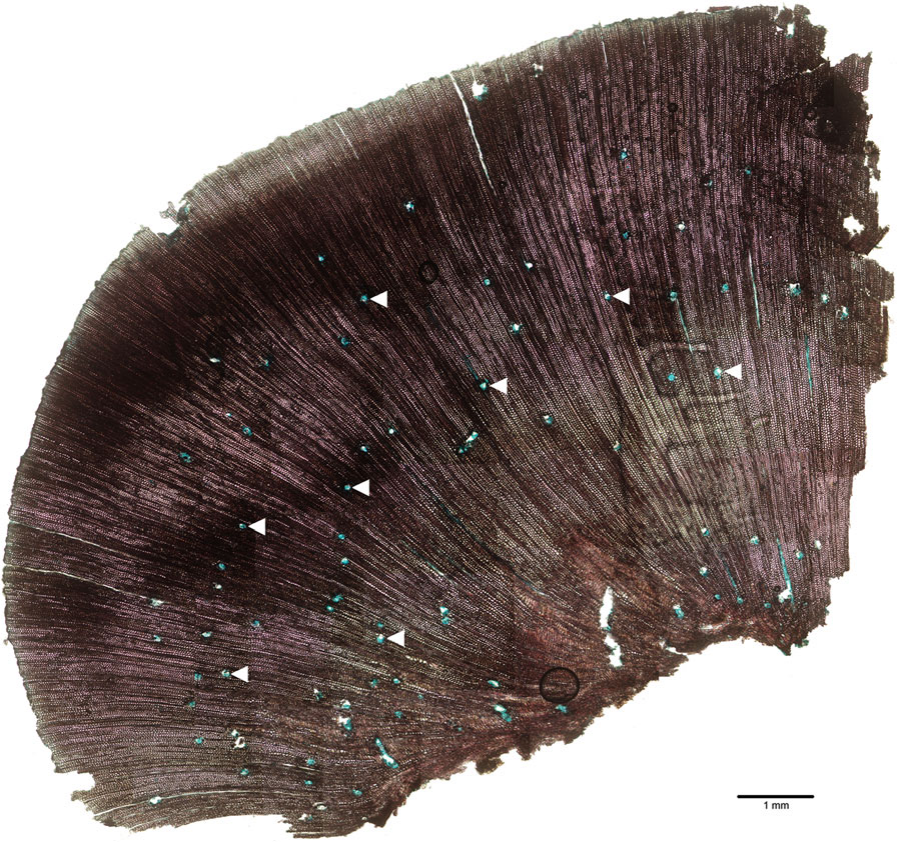
Micrograph of wound-wood. Bright-field microscopy picture of a 20 μm thick cross section of traumatic xylem 18 months after wounding

Also induced at H2/H3 appear several genes presumably involved in ethylene synthesis, although this hormone is supposed to act in the first steps of the response [62]. This is the case of ACS (1-aminocyclopropane-1-carboxylic acid synthase) or ACO (1-aminocyclopropane-1-carboxilate oxidase). 

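Of 4 contigs annotated as ACO in Table S1, 2 were matched to probes. Both were positive at each date, with a median log2 ratio of 1.57 at H2 and 1.23 at H3, and 2 and 1 of them were selected by Rank Products. Table S1 holds no contig annotated as ACS.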

In spruce and Douglas fir, for instance, multiple ACS genes and a single ACO gene were found to be induced during the immediate response to wounding [80]. Conversely, we found multiple ACO genes overexpressed during the whole response (from H1 to H3), such as Contig 00524 (cluster C) and Contig 16100 (cluster I). This result suggests a different response in *P. canariensis* compared to *Picea* and *Pseudotsuga*, which could be related with the efficient healing response of Canary Island pine.

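Contig00524 had log2 ratios of 0.51 ± 0.17 (adjusted p = 0.562) at H1, 1.78 ± 1.48 (adjusted p = 0.0621) at H2 and 1.42 ± 1.03 (adjusted p = 0.111) at H3, positive on 3 of 3 arrays at each date. Rank Products selected it at H2 and H3. Contig16100 was not matched to probes and is not analysed here.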

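Both channels moved in the clusters of genes overexpressed at H1. From H1 to H3 the wound level fell by 1.35 and the control level rose by 1.35 in cluster B, on the log2 scale, and the changes were -2.82 and 1.54 in cluster D. In cluster A the wound level fell by 3.20 and the control level changed by 0.33. Levels were normalized by loess and Aquantile. With the processed signals of Feature Extraction the changes in cluster B were -1.81 and 1.82. The controls were branches and the wound tissue came from the stem, so organ and wounding are not separated within a date.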

On the contrary, transcript levels of many other **defensive genes** overexpressed at H1 decrease to normal levels at H2/H3, or are even repressed at H3, when latewood is forming in other parts of the tree. During latewood formation defensive genes are expressed, as previously reported in *P. canariensis* [36] or *C. japonica* [37]. This constitutive upregulation of these genes could account for the comparatively lower expression levels detected for traumatic wood formation. This is the case of two HSPRO genes (Contigs 02906 and 19857), induced at H1 and related to nematode resistance, or a noduline (Contig 12353), presumably involved in plant-microbe interactions, which show lower transcription levels at H2/H3 in the healing borders than in controls.

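Contig02906 and Contig19857 (HSPRO2-like) and Contig12353 (early nodulin-like) had log2 ratios of 2.59 ± 0.49 (adjusted p = 0.00101, 3 of 3 arrays), 2.86 ± 0.37 (adjusted p = 0.000423, 3 of 3 arrays) and 2.81 ± 0.05 (adjusted p = 0.0024, 3 of 3 arrays) at H1, and of -1.27 ± 0.41 (adjusted p = 0.0338, 3 of 3 arrays), -1.58 ± 0.19 (adjusted p = 0.0105, 3 of 3 arrays) and -1.76 ± 1.04 (adjusted p = 0.0298, 3 of 3 arrays) at H3. At H2 none passed (-0.32 ± 0.86, -0.43 ± 0.83 and -0.51 ± 0.99). At H3 the calls were lost with 1 array left out, Contig02906 at H3 (0.143 without H3 replicate 2), Contig19857 at H3 (0.0600 without H3 replicate 2) and Contig12353 at H3 (0.102 without H3 replicate 1). From H1 to H3 the control level of the 3 contigs rose by 3.10, 3.90 and 3.94, and the wound level fell by 1.00, 0.80 and 0.84.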

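Of the non-annotated contigs matched in cluster H, 32 of 59 were overexpressed at H2 and 44 at H3 with an adjusted p below 0.05, and 19 were repressed at H1. In cluster C these numbers of overexpressed contigs were 14 and 13 of 22, and in cluster E 3 and 2 of 3.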

As exposed previously for the immediate response, other non-annotated DEGs were significantly overexpressed at H2 and/or H3. Thus, 26 non-annotated DEGs were included in cluster C, and 80 more in cluster H. For instance, Contig 21346, with FC values over 7 in H2 and H3, or Contig 12627, with a FC value of 4.42 in H2 and 8.62 in H3). 

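Table S1 lists 23 contigs without annotation in cluster C and 60 in cluster H. Contig21346 had log2 ratios of 2.75 ± 1.68 (adjusted p = 0.0173, 3 of 3 arrays) at H2 and 3.21 ± 0.63 (adjusted p = 0.00882, 3 of 3 arrays) at H3, and Contig12627 had 2.24 ± 0.81 (adjusted p = 0.014, 3 of 3 arrays) and 3.44 ± 1.10 (adjusted p = 0.00354, 3 of 3 arrays). With 1 array left out the call was lost for Contig21346 at H2 (0.0979 without H2 replicate 3), Contig21346 at H3 (0.0519 without H3 replicate 2) and Contig12627 at H2 (0.0675 without H2 replicate 2).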

Important numbers of non-annotated sequences were found in clusters G and L, where 58 and 70 DEGs, respectively, showed underexpression for H2 and/or H3 (f.i., Contigs 20076, 23934 or 24690 in cluster G were strongly repressed at H3, with FC values close to -10, or Contigs 14134 and 20478, repressed for H2 and H3 with FC values from -9.5 to -3.12 and from -5.43 to -2.76, respectively). 

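In clusters G and L, 51 of 56 and 21 of 69 matched contigs without annotation were repressed at H3, and 22 and 30 at H2. At H3 the log2 ratio was -3.40 ± 1.29 (adjusted p = 0.00581, 3 of 3 arrays) for Contig20076, -3.71 ± 0.86 (adjusted p = 0.00193, 3 of 3 arrays) for Contig23934 and -3.42 ± 0.84 (adjusted p = 0.0037, 3 of 3 arrays) for Contig24690. Contig14134 had -3.23 ± 1.18 (adjusted p = 0.00963, 3 of 3 arrays) at H2 and -1.85 ± 1.14 (adjusted p = 0.0461, 3 of 3 arrays) at H3, and Contig20478 -2.38 ± 1.47 (adjusted p = 0.018, 3 of 3 arrays) and -1.63 ± 0.61 (adjusted p = 0.0533, 3 of 3 arrays). The calls that did not hold with 1 array left out were Contig14134 at H2 (0.0738 without H2 replicate 3), Contig14134 at H3 (0.233 without H3 replicate 3) and Contig20478 at H2 (0.118 without H2 replicate 3).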

As well, some poorly annotated contigs were remarkably repressed. For instance, Contig 02798 (cluster L) and Contig 12685 (cluster G), homologous to uncharacterized LOC101210414, and LOC101213469 from *Cucumis sativus* [81], showed FC values of -5.06 and -6.43 at H3, respectively.

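At H3 Contig02798 had a log2 ratio of -2.69 ± 0.75 (adjusted p = 0.00201, 3 of 3 arrays) and Contig12685 one of -3.08 ± 0.55 (adjusted p = 0.00248, 3 of 3 arrays). Both kept an adjusted p below 0.05 with any 1 array left out. At H1 neither differed from 0 (-0.30 ± 0.11 and 0.38 ± 0.18), and the fall from H1 to H3 was 2.39 (adjusted p = 0.00395) and 3.46 (adjusted p = 0.00237). Contig12685 at H1 (control, 2 of 3) had the channel in brackets well above background on that many arrays only.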

## Conclusions

Wounding induces a complete rearrangement of the transcriptional programme in the cambial zone close to the injuries. In particular, a considerable percentage of genes presumably involved in xylogenesis show an altered transcription pattern in response to wound and during healing.

At the first instance, radial growth is stopped in the vicinity of the wound, and a complete set of defensive genes, mostly related to biotic stress, are induced, as a barrier against opportunistic pathogens. Interestingly, some of these genes have also been reported to be preferentially transcribed in differentiating late wood. Later on, cambial activity is restored in the lateral borders of the wound, even at a higher rate than in other parts of the stem. This fast growth, which is dependent on the general health and reserves of the tree, eventually leads to the complete healing of the wound and restoration of the cambial ring. Anatomically, we have not detected a well-defined contrast among early and late wood in the traumatic wood formed during 18 months after wounding. During this period, most of the genes preferentially expressed during normal late wood development do not change their expression pattern, described in Chano *et al.* [36]. However, a subset of genes shows their transcription levels significantly altered by wound and healing. Among them, it is noteworthy the presence of genes involved in cell wall formation. Thus, genes coding for CAZymes and cellulose synthases overexpressed in normal late wood formation are comparatively repressed in traumatic wood. Conversely, similar genes typical of early wood keep their high transcription levels in traumatic wood, even at the moment of late wood formation. On the contrary, an early wood CCoAOMT, involved in lignin biosynthesis, is also repressed in traumatic wood. These genes, together with many others non-annotated yet, but showing similarly modified transcription patterns in healing tissue, probably underlie the anomalous characteristics of traumatic wood. In the same way, we cannot discard that other genes not detected as DEG due to the restrictive criteria used in this work could still play a biologically significant role in the wound wood formation process.

Our results suggest that the tree, after the synthesis of defensive molecules against eventual pathogens, and once cambial activity is restored at the wound borders, produces a fast growing traumatic wood. This tissue, in which annual rings are not clearly distinguished, at least the first year, could be less efficient as preventive barrier than normal late wood regarding secondary wall lignification, but it presents a high proportion of resin ducts, and also provides a good way to heal the wound in the shortest possible time. Further investigations are needed to clarify this point.

## Methods

### Plant material and wounding

For this work we used 3 *Pinus canariensis* trees, 5 years old. Pines were grown in greenhouse, using 650 ml conical containers with 3:1 (v/v) peat:vermiculite. After the first year, trees were transferred to soil in experimental garden at UPM facilities, and grown under environmental conditions. At the moment of the beginning of this experiment, trees were approximately 2 m high and 7-10 cm diameter at the base. Using a sterile scalpel, we performed two wounds, removing bark, phloem, vascular cambium and first rows of xylem from a rectangular window 10 cm high and spanning half the circumference of the stems (Fig. 7). Wounds were performed in opposite sides of the stem and with an interval of approximately three wound heights.

**Fig. 7:**
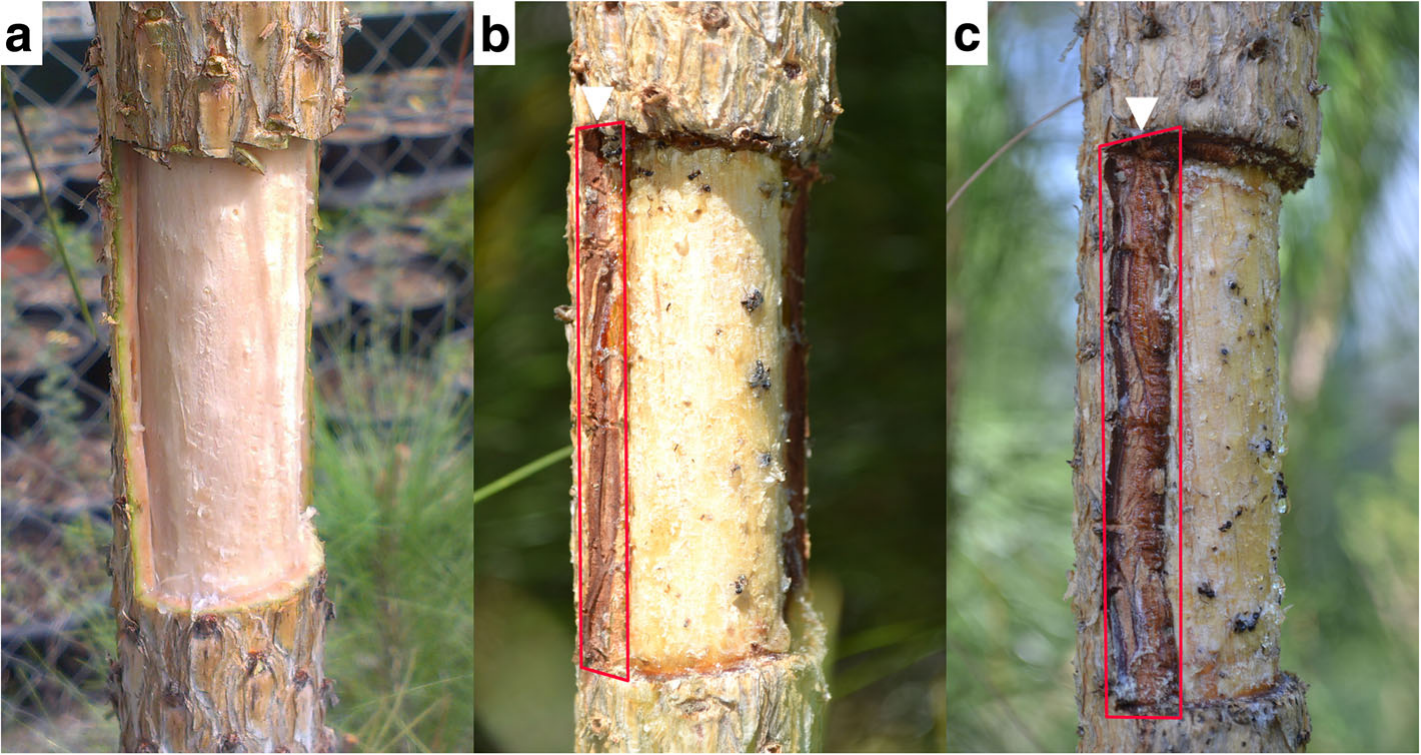
Wounded stem of *P. canariensis* at the sampling dates*.* **a** H1: 7 days after wounding; **b** H2: 78 days after wounding; **c**: 92 days after wounding

Samples were collected according to the described seasonal growth and healing patterns described previously for the species [9, 36] Wounding was performed on April 9^th^, when cambial activity was ongoing. One week later we collected a frame of tissue from the wound margins in both wounds (H1); at this moment formation of a first traumatic tissue can be expected [9]. On June 25^th^, when the callous tissue was emerging from the margins of wounds and the trees were at the end of the early-wood development period, we collected the tissues growing in the margins of one wound per tree (H2). Later on, on July 9^th^, concurring with the late-wood development period [36], we collected the thick callous tissues growing in the frame of remaining wounds (H3).

For each sample, controls were collected at the same sampling dates, from branches away from the wounds, in order to distinguish transcriptomic changes of the vegetative growth of those caused by wounding. The tissue collected for control samples included bark, phloem, vascular cambium and the most external layers of xylem. Collected samples were processed individually, immediately frozen in liquid nitrogen and stored a -80°C.

### RNA isolation and sequencing

Total RNA was isolated from each sample, using the CTAB-LiCl precipitation method [82], and purified with the RNeasy Plant Mini Kit (Qiagen, CA, USA). Quantity of total RNA for each sample was measured with Nanodrop model ND-1000 (Thermo Scientific, MA, USA), and RNA quality was checked using Experion Bioanalyzer (Bio-Rad, CA, USA).

### Microarray analysis

A set of 15266 contigs involved in meristematic activity of *Pinus canariensis*, selected from a previous work [36], was used for the design of a two-color 60K microarray (Agilent, USA). Furthermore, we added 2303 contigs from other cDNA libraries of *P. pinea*, as well ESTs and sequences of the loblolly pine from the Pine Gene Index Database (http://www.mgel.msstate.edu/dna_libs.htm). For each contig, one 60 bp long probe was designed and spotted at least 3 times on the slide. Probes designed for *Populus*, mouse and human ESTs available in public databases were included as negative controls.

For each sampling point (H1, H2, H3), the three biological replicates were hybridized (wound vs. control) following the two-color protocol provided by the manufacturer (Agilent Technologies, CA, USA), and images were captured with a GenePix 4000B (Axon, CA, USA), and spots were quantified using the GenePix software (Axon, CA, USA). Microarray data was uploaded to the NCBI’ Gene Expression Omnibus and are accessible through the GEO series accession number GSE102275 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102275).

Background correction and normalization of expression data were performed using LIMMA (Linear Models for Microarray Data; [83]). For local background correction and normalization, the methods “normexp” and “loess” in LIMMA were used, respectively. 

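Scaling multiplied the log2 ratios of single arrays by 0.82 (H1 replicate 2) to 1.31 (H2 replicate 1). The deposited table of log2 ratios carries the loess values before this step. Regressed on the unscaled values computed here, its slope was between 0.961 and 1.04 per array, and on the scaled values between 0.745 and 1.22, with r from 0.996 to 0.999. Without scaling, the log2 ratios at H1 were larger than in the values used here, as the factors of H1 were all below 1.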

To achieve similar distribution across arrays and consistency among arrays, log-ratio values were scaled using the median-absolute value as scale estimator.

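Rank Products was written anew here, with 100 permutations of the spots of each date. On the deposited log2 ratios its mean FDR correlated with that of Table S1 with r = 0.999 at H1, 0.977 at H2 and 0.992 at H3, over 913 contigs. In simulated data with changed contigs placed among unchanged ones, it recovered 91.5% of 200 changed contigs at H1, 94% of 100 at H2 and 88% of 100 at H3, and selected 0, 0 and 2 unchanged contigs. The limma fit recovered 93.5%, 96% and 88%. The simulated spread between arrays was the same at each date. The DEGs re-derived here had a median SD of 0.36 at H1, 0.85 at H2 and 0.71 at H3. How many real changes are recovered at H2 and H3 is therefore not known from these rates.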

The non-parametric algorithm “Rank Products”, available as a package for Bioconductor in R [84–86], was used for evaluation of Differentially Expressed Genes (DEGs). This method detects genes that are consistently high ranked in a number of replicated experiments independently of their numerical intensities. Results are provided in the form of *P* adjusted by False Discovery Rate (FDR), defined as the probability of a given gene is ranked in the observed position by chance.

Those probes with a FC above 2 and below -2, with a significance level FDR below 0.05, were selected as differentially expressed. Thus, technical replicates were merged into one value per contig, and a datamatrix formed by ratios between experimental and control measurements for selected Differentially Expressed Genes (DEGs), including time sampled and biological replicate, was created. 

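When a contig was selected as soon as any of its spots passed both thresholds, an alternative added after the results were seen, 820 contigs counted among the DEGs at H1, 333 among the DEGs at H2, 603 among the DEGs at H3 and 1386 among the DEGs at any date. All spots past both thresholds, or FC and FDR averaged over the spots of a contig, gave smaller counts. Rank Products on contig means gave 839, 333, 546 and 1360.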

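Of the 1370 contigs identified by their fold changes, 1299 corresponded to 1 probe sequence, 67 to 2 pooled sequences and 4 to 1 probe name, and 38 were not matched. For 4 contigs the scanner files carry the name too, and all 4 had been assigned to the probe of that name. All 138 matched Ppnisotig contigs fell on 1 of the probe designs.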

Clustering was performed in R, and the heatmap was plotted using the heatmap.2 function of the gplots package [87]. Enrichment analysis of DEGs was performed using Blast2GO v.2.7.2 as well.

### qRT-PCR validation

The expression patterns of 12 DEGs covering the main profiles obtained from microarrays were confirmed by qRT-PCR using the same RNA employed for microarray hybridizations. First strand cDNA synthesis was performed using SuperScript™ III reverse transcriptase (Invitrogen, USA) following manufacturer’s instructions and using 4 μgr of total RNA and random hexamers. Gene specific primers were designed for twelve selected DEGs (Table 2) using the Primer3 software [88], with a melting temperature between 60 and 65° C, and producing amplicons between 80 and 120 bp. qRT-PCR was performed in a CFX96™ Real-Time PCR Detection System (Biorad, USA), using the SsoFast™ EVAgreen® Supermix (Biorad, USA), according to manufacturer’s protocol, and following the standard thermal profile: 95° C for 3 min, 40 cycles of 95° C for 10 s and 60° C for 10 s. In order to compare data from different qRT-PCR runs, the CT values were normalized using the Ri18S as housekeeping gene, whose specific primers were FW 5’-GCGAAAGCATTTGCCAAGG-3’ and REV 5’-ATTCCTGGTCGGCATCGTTTA-3’. This genes has been previously proved to be useful for this purpose in pine species (f.i., see Perdiguero et al. [89]). The expression ratios were then obtained using the delta-delta-CT method corrected for the PCR efficiency for each DEG [90].

**Table 2:** Primers used for qRT-PCR

Contig name	Oligo name	Description		bp	Tm	GC%	Sequence (5’-3’)
Contig00654	Pc_00654_CESA_F1	cellulose synthase a-like protein	Forward	20	63.0	55	GGACCACACTCCTCATTCCT
	Pc_00654_CESA_R1		Reverse	20	63.0	45	ACCCCATGACTGAAATCCAT
Contig12050	Pc_12050_MYB_F1	MYB46-like protein	Forward	20	62.8	45	ATTCCCAACATGGAAGAAGC
	Pc_12050_MYB_R1		Reverse	20	63.7	50	CTGCATCACCATCACACTCA
Contig20304	Pc_20304_ATHB13_F1	ATHB13-like protein	Forward	20	63.2	50	CCCATTCTCATGATGTCTGC
	Pc_20304_ATHB13_R1		Reverse	20	63.1	50	CAGAACTGCCTTCACTTCCA
Contig00787	Pc_00787_NAC_F1	NAC2-like prtoein	Forward	20	62.5	45	CTAAATGGCCCTGGGTAAAA
	Pc_00787_NAC_R1		Reverse	20	62.8	50	CCCCTTCTTCTTACCAACCA
Contig20555	Pc_20555_PAL_F1	phenylalanine ammonia-lyase-like protein	Forward	20	63.1	50	GAATTGACGTCCTGGTTGTG
	Pc_20555_PAL_R1		Reverse	20	62.7	50	CAGCCTGGACTATGGTTTCA
Contig03225	Pc_03225_EXPANSIN_F1	α-expansin-like protein	Forward	20	62.8	45	AAGCGGAGCTGATTCTTGAT
	Pc_03225_EXPANSIN_R1		Reverse	20	63.1	60	CTCAGAGCCACAGAGACGAG
Contig05551	Pc_05551_WRKY_F1	WRKY51-like protein	Forward	20	62.5	45	ACGCAGAGGGGAATAAGAAA
	Pc_05551_WRKY_R1		Reverse	20	63.2	50	CAGAAAACGTTCACCCACAG
Contig06476	Pc_06476_CCoAOMT_F1	CCoAOMT-like protein	Forward	20	64.0	50	GATTGAACAACCGAGGTGCT
	Pc_06476_CCoAOMT_R1		Reverse	20	63.6	45	TGCAACACCTGAATTCCAAC
Contig06813	Pc_06813_WOX_F1	WOX4-like protein	Forward	20	63.1	50	TCTCGGCTCATGTTCACTTC
	Pc_06813_WOX_R1		Reverse	20	63.1	50	TACCAGTGGTTGCAGGTGTT
Contig09007	Pc_09007_EXO_F1	exordium 2-like protein	Forward	20	62.9	45	TACCCGATCATGCAAGACAT
	Pc_09007_EXO_R1		Reverse	20	62.7	55	GCGCCTAAATCTACCTGCTC
Contig05923	Pc_05923_bHLH_F1	bHLH35-like protein	Forward	20	63.9	45	GTGCGAATAGAGGGCAAAAA
	Pc_05923_bHLH_R1		Reverse	20	64.1	45	CGAAGCAGCAGATGTTTGAA
Contig22185	Pc_22185_PR_F1	Major allergen PRU-like protein	Forward	20	65.0	60	GTGGAGGCAAGGAGACTGTG
	Pc_22185_PR_R1		Reverse	19	64.9	63.2	CTGCCTACGCCTCCATCTC
House-keeping	Ri18S_FW	18S ribosomal	Forward	19	62.4	53	GCGAAAGCATTTGCCAAGG
	Ri18S_RV		Reverse	21	62.4	48	ATTCCTGGTCGGCATCGTTTA

Tm: Melting temperature. GC%: guanine-cytosine content

## Additional files

Additional file 1: Wound-responsive differentially expressed genes. FC: fold change. FDR: adjusted p-value by False Discovery Rate. In bold, statistically significant values.

Additional file 2: Hierarchical clustering of samples. (PNG 22 kb)

How the deposited data were processed for this re-analysis (not part of the article)

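RNA of wound border tissue and of control tissue was hybridized together on each of 9 two-color arrays, 3 at each of the sampling dates H1, H2 and H3. The wound RNA carried Cy5 on replicate 1 of each date and Cy3 on replicates 2 and 3, so the dye swap was not balanced. The dye fields of the deposited records and their descriptions contradict each other on all 9 arrays. The descriptions were used, because their direction gives the signs of the fold changes in Table S1. Replicate numbers are those of the records.

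The authors deposited, for every spot, the mean intensity of both channels and the median intensity of the local background, as read by Agilent's Feature Extraction, with no normalization. They also deposited processed intensities, from which Feature Extraction had subtracted background and which it had normalized for dye, together with the log10 ratio of these processed channels and flags for outlier, saturated and well-above-background spots. The methods of the paper name a GenePix scanner and software instead. A table of log2 ratios, deposited with the series, was made by the authors with normexp background correction and loess within arrays. The methods add scaling between arrays, but the deposited log2 ratios have slopes between 0.961 and 1.04 on ratios without scaling, and between 0.745 and 1.22 on scaled ones. The log10 ratios were used only to find the direction of the deposited table.

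Of 61339 features per array, 1378 control features were removed after background correction, and spots that Feature Extraction marked as outliers in a channel were left out. Background was corrected by normexp with an offset of 50 in limma, log2 ratios were normalized by loess within arrays and scaled between arrays. Between 77.2% and 84.6% of spots were well above background in the wound channel and between 79.8% and 83.5% in the control channel, and 0 spots were saturated. The SD of log2 ratios between spots of the same probe lay between 0.108 and 0.220 on the 9 arrays, which bounds what 1 array can resolve for a contig.

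No file used here links probes to contig names for more than 4 contigs. Fold changes per probe sequence, computed from the deposited log2 ratios, were therefore set against the 3 fold changes that Table S1 prints per contig. A contig was assigned where 1 sequence, 1 probe name or a pool of 2 sequences fell within a relative tolerance of 0.003 plus 0.004 at all dates. Since the assignment uses the paper's means, a contig's mean fold change lies near the paper's by construction, and only spread, values per array and tests carry further information. Contig00715, Contig16100 and Ppnisotig06171, which the text names, were not matched and are not reported here. Spots of a contig, or of a sequence without an assigned contig, were averaged, which gave 19452 units. Of these, 16137 had most spots well above background in a channel on all 3 arrays of at least 1 date.

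Rank Products was written in Python after the paper's methods, as the package was not at hand. Spots were ranked within each array, the geometric mean of ranks over the 3 arrays was set against 100 permutations, and signed fold changes (FC) and FDR were averaged over the spots of a contig. DEGs had a mean FC above 2 or below -2 and a mean FDR under 0.05. Because FC is signed and averaged over spots, a mean between -1 and 1 arises where the spots of a contig lie on both sides of 1. Beside it, limma fitted all 9 arrays with a coefficient per date (6 residual degrees of freedom, prior degrees of freedom 2.44), and p values were adjusted by Benjamini-Hochberg over all units at each date. Contigs differed between dates at an adjusted p under 0.05 and a difference of at least 1 on the log2 scale. The comparisons were H1 with the mean of H2 and H3, and each pair of dates.

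Cluster means used the membership given in Table S1. Lists of early wood, late wood, cellulose synthase and jasmonate-related contigs, taken from the text or the descriptions in Table S1, were tested by limma's camera and fry. Arrays were clustered on the log2 ratios of the matched contigs with Euclidean distance and complete linkage. Named contigs were all those that the text or Table 1 names. To these were added, for each date, the 5 highest and the 5 lowest log2 ratios among units outside Table S1 that passed both Rank Products and limma with the same sign on 3 of 3 arrays. Levels of single channels came from loess and Aquantile normalized channels. Lower limits of fold changes, given where 1 channel was not well above background on all arrays of a date, set the brighter level against the higher of the dim level and the lowest level well above background. They are on the unscaled channel levels and open to dye bias, so they can exceed folds computed from scaled ratios.

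Alternatives changed 1 choice at a time. They were no background correction, normexp with offset 0, the processed signals of Feature Extraction, median centring, no normalization between arrays, Aquantile, a filter on dim contigs, all spots kept and the deposited log2 ratios. For counts they were limma with an FC size above 2, Rank Products on contig means, all spots past both thresholds and an FDR under 0.01. For the fit they were each date alone, a dye effect and a replicate block, and for clustering average linkage, a Pearson distance and all contigs. Each array was also left out in turn. A count taken as soon as any spot passed both thresholds, a fit on the 6 arrays of 2 dates and camera with an estimated correlation were added after results were seen. Other splits of the arrays were counted for the comparisons between dates, 84 for H1 against the rest.

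Both tools were tested on simulated data with known changes. For the differences between dates, limma recovered 94% of the simulated differences between H1 and the mean of H2 and H3, 91% between H1 and H2 and 92% between H1 and H3, with 0, 4 and 3 false calls. Where no difference between H2 and H3 was simulated, 5 of 19452 units were called. A true difference between these dates was never simulated, so its recovery rate is not known. The simulated spread between arrays was the same at each date, unlike that of the DEGs.

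The tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene Ontology enrichment, the qRT-PCR measurements, the homologue lists of other species and histology were not analysed here.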

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

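The comparison of DEGs outside Table S1 with unmatched contigs and the test of wound signals near background were set before their results were seen. The other splits of the arrays, the channel levels, the sums over lists with bounds and all other tests of an explanation in this part were chosen only after the result was seen.

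A difference between sampling dates stands out. In limma, with an adjusted p under 0.05 and a difference above 1 on the log2 scale, the ratio of 1798 contigs at H1 differed from the mean of H2 and H3 (894 higher and 904 lower at H1, and 6483 at an unadjusted p under 0.05). Between H1 and H2 there were 1227 (590 and 637), and between H1 and H3 1939 (959 and 980). Fitted as 2 groups of arrays, H1 against the other 6, the count was 1723, and other splits of the 9 arrays into such groups exclude chance there. For 2 dates at a time the 6 arrays give too few splits for such a count to exclude it, and those calls rest on limma's adjusted p. This also holds for H2 against H3, with 0 contigs in limma (1592 at an unadjusted p under 0.05). The first count, with single arrays left out, lay between 1253 and 2305 and the count for H1 and H3 between 1372 and 2220. The count for H1 and H2 was 656, 607 and 695 without H1 replicates 1, 2 and 3, and 2259, 769 and 519 without H2 replicates 1, 2 and 3. The alternatives for background, normalization and filtering gave 1746 to 2982, 1166 to 2313 and 1866 to 2794, which argues against the normalization as the whole cause. The dyes were laid out in the same way at each date, so a dye bias equal at all dates cancels in these differences. H3 replicate 2 was alone on its slide, and without it the counts were 1639, 1084 and 1619.

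The ratios may differ between dates through the control branches more than through the wound tissue. Of the 1939 contigs that differed between H1 and H3, the control level changed more than the wound level in 73.3% (1422, median changes 1.40 and 0.65). Of the 1227 that differed between H1 and H2 this held for 66.4% (815, median changes 1.24 and 0.73). Feature Extraction's processed signals gave 73.7% and 67.2%. Wound signals near background could hide a change in the wound. Among the 1535 contigs with all spots well above background in both channels on the 6 arrays, the share was 75.4% (1157), which argues against that. A candidate explanation is a change in the control branches between dates, and the paper itself proposes a higher constitutive level for some defensive genes during latewood formation. Each date had its own control samples, taken from branches, while the wounds were in the stem. A seasonal change in the branches and a difference in how they were sampled at each date were not tested apart.

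The early wood and late wood lists moved in opposite directions between H1 and H3. The early wood median rose from -0.78 at H1 to 1.47 at H3 (difference in camera, adjusted p = 2.9e-10; in fry, 8.8e-05). It was negative on 3 of 3 arrays at H1 and positive on 3 of 3 at H3. The late wood median fell from 1.03 to -1.68 (difference in camera, adjusted p = 1.7e-05; in fry, 0.000237), again with the same sign on 3 of 3 arrays at each date. Leaving out single arrays put the early wood medians between -0.93 and -0.73 at H1 and between 1.31 and 1.53 at H3. The late wood medians lay between 0.58 (without H1 replicate 3) and 1.27 at H1, and between -2.06 and -1.44 at H3. Every alternative for background, normalization and filtering kept these 4 signs, with the smallest late wood median at H3, -1.48, without normalization between arrays, which argues against the normalization. The tests of the difference were not repeated under the alternatives. The paper chose these contigs among DEGs of the same arrays. In the late wood list, the NAC29-like contig and the defensins were called at H1 (3 contigs). At H3 the CAZymes and the cellulose synthase-like contig were called (4 contigs). No late wood contig was called in both directions. Median control levels fell by 1.55 for early wood and rose by 2.43 for late wood, while wound levels changed by 0.75 and -0.40. The control changed more in 9 of 14 and 6 of 7 contigs, so a seasonal change in the control branches may underlie the change of both medians, as for the 73.3% of contigs above. No other biological explanation was tested.

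Among the named contigs, 11 were called in opposite directions at H1 and H3, and for each of them the difference between the dates was called in limma. Contig02906 had log2 ratios of 2.59 at H1 and -1.27 at H3 (difference, adjusted p = 0.00176), Contig03012 2.46 (control well above background on 2 of 3 arrays) and -2.45 (0.00274), Contig12353 2.81 and -1.76 (0.00233) and Contig19857 2.86 and -1.58 (0.000764). The ratio rose in Contig01564 from -1.32 to 1.05 (0.00117), Contig05066 from -2.15 to 1.75 (0.00134), Contig05424 from -0.78 to 1.15 (0.00339), Contig06813 from -0.73 to 1.54 (0.00221), Contig10173 from -1.52 to 1.53 (0.00435) and Contig14178 from -1.44 to 1.42 (0.0079). Contig03225 went from -0.91 at H1 to at least 1.83-fold overexpression at H3 (0.00945), where its control was near background. Each ratio had its sign on 3 of 3 arrays. Contig01564 kept its calls at both dates with any array left out, and the other contigs lost a call at H1 or H3 without 1 of the arrays of that date. The largest adjusted p at H3 with 1 array left out was 0.143 for Contig02906 (without H3 replicate 2), 0.0600 for Contig19857 (without H3 replicate 2), 0.102 for Contig12353 (without H3 replicate 1) and 0.0879 for Contig03012 (without H3 replicate 2). It was 0.0541 for Contig05066, 0.0530 for Contig05424, 0.0929 for Contig10173 and 0.144 for Contig03225 (each without H3 replicate 3), and 0.186 for Contig14178 (without H3 replicate 2). Contig06813 lost its call at H1 with each of the 3 arrays left out in turn (up to 0.158, without H1 replicate 3). Control levels changed more than wound levels in 8 of the 11, the exceptions being Contig01564, Contig05424 and Contig14178. A change in the control branches may therefore contribute, as for the 73.3% of all contigs that differed between H1 and H3.

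Some probes outside the matched contigs of Table S1 passed the paper's thresholds. Rank Products selected 21 such DEGs at H1, 9 at H2 and 7 at H3, 33 in all at any date. The probe CUST_11206_PI427606162 was overexpressed at least 16.7-fold at H1 (limma, adjusted p = 0.000577, 3 of 3 arrays), with a control near background, and CUST_10431_PI427606162 had -2.92 ± 0.32 (adjusted p = 0.00203, 3 of 3 arrays). CUST_5701_PI427606162 had 1.82 ± 0.87 at H2 (adjusted p = 0.0103, 3 of 3 arrays, with the control well above background on 2) and 1.79 ± 0.36 at H3 (adjusted p = 0.00852, 3 of 3 arrays), and CUST_15305_PI427606162 had -2.55 ± 1.36 at H2 (adjusted p = 0.0144, 3 of 3 arrays). These single probes were not run with an array left out. Of the 33, 13 lay within 10% of 1 of the 38 unmatched contigs of Table S1 at all 3 dates. Unmatched Table S1 contigs and contigs outside the table cannot be told apart for these 13, because no list of contigs per probe was used here. Of the 20 probes with the highest and lowest ratios, 8 shared at least 30 bases in a row with another of them, up to 4 together, so these may be fewer transcripts than probes. None of the 20 shared them with a probe of a matched contig (0). No biological explanation was tested.

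The paper reports no DEG related to jasmonic acid biosynthesis, and its text does not discuss the 2 lipoxygenase and 7 tify contigs of Table S1. As a list, these were overexpressed at H1. The median log2 ratio of the 9 contigs was 2.96 at H1 (camera, adjusted p = 0.000826, positive on 3 of 3 arrays). On unscaled ratios it was 3.43, and 3.24 with the 3 contigs whose control was near background at their lower limit. Over the alternatives for background, normalization and filtering the lowest median was 2.96, and with 1 H1 array left out it was 2.94, which argues against the normalization and against a single array as the cause. A dye effect in the fit gave 2.87. With camera's correlation estimated, the unadjusted p was 0.101. From H1 to H3 the median wound level fell by 1.89 and the control level rose by 1.07, and the control changed more in 2 of the 9. A response of the wound tissue to wounding at H1 may account for the median, and stays a hypothesis, since these contigs are DEGs of the same arrays. Stem and branch differ at each date, and a difference between them was not tested.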

How the results depend on the processing

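Camera with an estimated correlation, the count by any spot past both thresholds and the fit on the 6 arrays of 2 dates were chosen only after the results were seen. All other alternatives in this part, and the rules for lists and named contigs, were set before the data were examined.

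Of 306 pairs of a named contig and a date, 162 had an adjusted p under 0.05 in limma, and all 162 kept their direction under every alternative run, with and without each array. The adjusted p stayed under 0.05 under all of them for 69. Of the 144 others, 37 passed under at least 1 alternative. The fit on each date alone, with 2 residual degrees of freedom, lost 65 of these calls and added 14. Feature Extraction's processed signals lost 17 and added 10, unscaled ratios 13 and 8, the replicate block 10 and 8, the deposited log2 ratios 10 and 8, median centring 8 and 2, the dye effect 3 and 8, normexp with offset 0 4 and 2, no background correction 4 and 0, all spots kept 1 and 0, and the filter on dim contigs 0 and 4. Leaving out an array of the date lost between 8 (H2 replicate 1) and 34 (H2 replicate 3) of the calls at that date. Signs changed for 3 values without a call each under Feature Extraction's processed signals, median centring, unscaled ratios, Aquantile, the deposited log2 ratios and the dye effect. With arrays left out, they changed for 1, 0 and 1 values without a call at H1 (without replicates 1, 2 and 3), 10, 5 and 4 at H2, and 9, 4 and 6 at H3. The causes were not tested.

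With an FDR under 0.01, which is stricter by construction, Rank Products selected 313 DEGs at H1 (157 overexpressed and 156 repressed), 101 at H2 (64 and 37) and 159 at H3 (85 and 74). There were 479 DEGs at any date, 17 at all 3 dates, and 272, 31 and 99 at H1, H2 and H3 only. In limma with an FC size above 2, the count rose to 1528 at H1 (670 and 858), to 6.2e2 at H2 (224 and 401) and to 820 at H3, of which 508 were repressed. It gave 2395 DEGs at any date, 91 at all 3 dates, and 1249, 248 and 411 at 1 date only. Why limma called more was not tested. Counts by Rank Products on contig means, by all spots or any spot past both thresholds, and under the alternatives for background, normalization and filtering stayed within 1.5 times, except DEGs at H2 only with Feature Extraction's processed signals, 58. The order H1, H3, H2 held under each of these in Rank Products. In limma the count at H2 exceeded that at H3 with Feature Extraction's processed signals (1187 and 683), without normalization between arrays and with Aquantile (582 and 548), with the deposited log2 ratios (594 and 554), and without H2 replicate 1 (1099 and 977), H3 replicate 1 (686 and 610) or H3 replicate 2 (555 and 486). The cause was not tested.

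On the 2 arrays left when 1 was dropped, Rank Products gave 126 to 152 DEGs at H1 (66 to 72 overexpressed, 60 to 80 repressed), 14 to 92 at H2 (14 to 42 and 0 to 50) and 37 to 79 at H3 (31 to 47 and 6 to 43). DEGs at any date ranged from 673 to 1122, those at all 3 dates from 9 to 27, and those at H1, H2 and H3 only from 85 to 643, 0 to 179 and 3 to 352. With 2 arrays, chance reaches a given mean rank more often than with 3. In limma, where the date left with 2 arrays is taken to vary like the others, calls with an FC size above 2 ranged from 95 to 1099 at H2 (without H2 replicate 3 and without H2 replicate 1) and 486 to 977 at H3 (without H3 replicate 2 and without H2 replicate 1). Contigs differing between H1 and H2 ranged from 519 to 2259 (without H2 replicate 3 and without H2 replicate 1). Between H2 and H3 there were 0 to 6, the 6 without H3 replicate 3, in place of 0 in limma with all arrays (1592 at an unadjusted p under 0.05). The cause was not tested.

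With Feature Extraction's processed signals, limma called 2716 contigs at H1 and 1187 at H2 with an FC size above 2, and 2982 differed between H1 and the mean of H2 and H3 and 2313 between H1 and H2. These signals moved the median of all contigs by over 0.1 on H2 replicates 2 and 3 alone (0.11 and 0.13), and single values are not corrected for it. Fitted on the date alone, limma called 0 at H2 (3813 at an unadjusted p under 0.05, and 295 by Rank Products) and 378 at H3, with 2 residual degrees of freedom in place of 6. On the 6 arrays of 2 dates, 1099 contigs differed between H1 and H2, 2147 between H1 and H3 and 0 in limma between H2 and H3 (1118 at an unadjusted p under 0.05). Calls at H1 and differences between H1 and H3 stayed within 1.5 times under all other alternatives.

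Log2 ratios averaged over the contigs of a cluster moved by more than the SD between arrays as follows, and no sign of a mean beyond 1 SD from 0 changed. Feature Extraction's processed signals gave at H1 A 8.15, B 3.47, C 1.35, D 5.59, E 2.11, F 4.10, G 0.87, H -0.76, I -2.70, J -3.73 and L -1.86, at H2 A 5.24, C 1.58, D 1.58, F -3.23, H 1.48 and L -1.84, and at H3 A 4.83, C 1.56, H 1.74 and K -6.99. Normexp with offset 0, which shrinks dim ratios less, gave at H1 A 6.79, B 2.67, C 1.13, D 4.45, F 3.28, G 0.62, H -0.64, I -2.27 and L -1.50, at H3 A 4.68, C 1.56, H 1.73 and K -6.40, and at H2 C 1.41. Without normalization between arrays they were at H1 A 7.02, B 2.46, C 1.15, D 4.35, F 3.19, H -0.68, I -2.37 and L -1.51, and at H3 A 3.49 and C 1.22. Aquantile leaves log2 ratios as they are without normalization between arrays, so its values are the same by construction. With median centring the means were at H1 A 6.62, B 2.34, C 1.09, D 4.12, F 3.03 and I -2.20, and with the deposited log2 ratios at H1 A 7.05, B 2.48, C 1.18, D 4.37, F 3.19, H -0.65, I -2.34 and L -1.50, and at H3 A 3.54. Scaling shrank the ratios of the 3 arrays of H1, by factors of 0.857, 0.815 and 0.93, which accounts for larger means at H1 without it. For the other settings the cause was not tested.

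The early wood, late wood, cellulose synthase and jasmonate medians kept their sign at every date under all alternatives. With camera's correlation estimated, the unadjusted p rose above 0.05 for the late wood list at H1 (median 1.03), the jasmonate list at H1 and H2 (medians 2.96 and 1.41) and the cellulose synthase list at H2 (median -1.20), and the cause was not tested. Single arrays left out put the jasmonate median at H3 between 0.25 and 0.54 and the cellulose synthase median at H2 between -1.82 and -0.31, and they passed an adjusted p of 0.05 in camera without H3 replicate 1 and without H2 replicate 3. The cellulose synthase median at H3 then lay between -1.25 and -0.37.

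Among the contigs of these lists, the fit on the date alone no longer called Contig01564 at H2 and H3 (0.74 and 1.05), Contig06361 at H2 and H3 (3.36 and 2.15), Contig17882 at H2 (2.31) and Contig30708 at H2 (1.41), and called Contig00625 (-1.66) and Contig25517 (2.04) at H1. Feature Extraction's processed signals called Contig25517 at H1 and H2 (4.51 and 5.24). Median centring lost Contig01564 at H2 (0.71) and the replicate block Contig41981 at H1 (-2.78). Ranges with 1 array left out, where a call or a value beyond its spread changed, were -2.88 to -2.49 for Contig00260, 2.95 to 3.35 for Contig06230, 3.56 to 3.85 for Contig20599 and -2.98 to -2.57 for Contig41981 at H1. At H2 they were -2.90 to 0.0010 for Contig00625, 0.69 to 0.78 for Contig01564 and 0.97 to 1.67 for Contig30708. At H3 they were -0.011 to 1.5 for Contig00625, -0.12 to 0.47 for Contig05260, 1.23 to 1.48 for Contig17882, -2.13 to 0.54 for Contig20599 and -2.33 to 0.30 for Contig25517. For Contig17882 and Contig25517 at H2 and Contig06230 at H1 the control was well above background on no array, so these values serve only to compare settings. Contig30708 at H2 (control, 2 of 3), Contig00625 at H1 (wound, 2 of 3) and H2 (wound, 2 of 3), Contig25517 at H1 (control, 1 of 3) and H3 (control, 2 of 3) and Contig17882 at H3 (control, 2 of 3) had the channel in brackets well above background on that many arrays only. The causes were not tested.

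In the tree of arrays, H1 formed 1 of the 2 main groups (scored 1) under all settings but a distance of 1 minus Pearson's correlation and the use of all contigs, where it did not (scored 0). H2 replicate 3 lay nearer to the arrays of H3 than to the other arrays of H2, with a ratio of mean distances of 0.914, which reversed to 1.02 with median centring. The cause was not tested.

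The paper's methods describe 3 trees, with H2 and H3 from wounds of the same trees, while the sample labels carry a different tree number for each array. Whether equal replicate numbers mark the same tree is therefore not known, and the samples were not paired. Residual log2 ratios of arrays with the same number at different dates correlated with r from -0.0800 to 0.272, against -0.287 to 0.281 for other pairs. The 3 pairs of replicate 1, which also share their dyes, had 0.150, 0.262 and 0.272. As a block in the fit, the replicate number gave 1491, 619 and 802 calls. The slide was not run as a separate block, since H3 replicate 2 was alone on its slide and the other 8 arrays shared another, so that a block equals leaving out that array. The dye effect, the replicate block and the fit on the date alone do not apply to Rank Products, cluster means or the tree of arrays, and a date alone gives no difference between dates, so they were not run there. The tree was not drawn with an array left out.

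Signal over background limits ratios of contigs that are dim in 1 channel. There the ratio depends on the offset. For single contigs with a channel well above background on none of the 3 arrays, lower limits are given except where settings are compared, while means and medians over clusters and families use the ratios. At H3 the mean of cluster K on unscaled ratios was -4.22, and -4.02 with 3 of its 5 contigs at their limit. Other cluster means moved by about 0.04 or less. Of 19452 units, 3315 did not pass the filter on dim contigs.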

Differences from the paper's values

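Of 348 values that the paper states or plots, 44 differed from the values found here. A value was counted where the signs were opposite, whatever the spread, or where the gap exceeded the spread between arrays and, for fold changes, also 1.5 times. Counts of DEGs have no spread here and were compared by 1.5 times alone, which none of the 8 exceeded. Of 304 fold changes, which the paper gives as signed means over spots (-1/FC below 1), 26 differed. Of 36 array values plotted in Fig. 4, 18 did, with its axis taken to be log2 ratios. Counted as soon as any spot passed both thresholds, an alternative chosen after seeing the values, DEGs at H1 came to 820, DEGs at H2 to 333 and DEGs at H3 to 603, nearer to the paper's 837, 336 and 619 than the 742, 295 and 453 reported here, and DEGs at any date to 1386 against the paper's 1408. Rank Products on contig means, set before the data were examined, was also nearer to the paper at each date. It selected 399 overexpressed and 440 repressed contigs at H1, 186 and 147 at H2, and 278 and 268 at H3. The alternatives set before the data were examined were, for fold changes, normexp with offset 0, no background correction, Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile, the deposited log2 ratios, a dye effect, the replicate block, the fit on the date alone, contig means in place of spots, all spots kept and the filter on dim contigs. The same except contig means apply to Fig. 4. Each group below names those under which its values come within the paper's, and the rest of these did not bring them there.

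Fold changes of the same sign were smaller here at H1, by the paper's scale of signed fold change, for 19 of 20, and larger for Ppnisotig13431 at H3. Within the paper's under normexp with offset 0, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios were Contig18804 at H1 (178 here, 395.78 in the paper), Contig19053 at H1 (50.9 here, 96.55 in the paper), Contig21216 at H1 (49.3 here, 92.45 in the paper), Contig22185 at H1 (71 here, 138.29 in the paper), Contig22375 at H1 (150 here, 343.24 in the paper), Ppnisotig00751 at H1 (44.1 here, 85.39 in the paper), Ppnisotig13133 at H1 (99.5 here, 206.36 in the paper) and Contig06361 at H1 (31.9 here, 54.4 in the paper). Contig03506 at H1 (37.7 here, 63.88 in the paper), Contig22397 at H1 (19.5 here, 31.25 in the paper) and Contig20599 at H1 (13.3 here, 20.1 in the paper) came within under normexp with offset 0, Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios. Under Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios the same held for Contig10307 at H1 (34.8 here, 65.05 in the paper), Ppnisotig12265 at H1 (38.5 here, 72.52 in the paper) and Ppnisotig13431 at H1 (68 here, 133.78 in the paper). Contig08356 at H1 (-28 here, -44.9 in the paper) and Contig17617 at H1 (28.3 here, 44.89 in the paper) did so under normexp with offset 0, Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile, the deposited log2 ratios and a dye effect. For Contig13895 at H1 (15 here, 22.81 in the paper) and Contig14053 at H1 (14.5 here, 22.28 in the paper) this was the case under normexp with offset 0, median centring, no normalization between arrays, Aquantile, the deposited log2 ratios and a dye effect. Contig19474 at H1 (15.2 here, 22.81 in the paper) reached it under no background correction, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios. Within the paper's under contig means in place of spots, no normalization between arrays, Aquantile, all spots kept, the deposited log2 ratios, a dye effect, the replicate block and the fit on the date alone were Ppnisotig13431 at H3 (50.1 here, 31.68 in the paper). Contig13895 at H1 (control, 1 of 3), Contig14053 at H1 (control, 1 of 3), Contig19053 at H1 (control, 2 of 3), Contig19474 at H1 (control, 1 of 3), Contig21216 at H1 (control, 2 of 3), Contig22375 at H1 (control, 1 of 3), Ppnisotig13133 at H1 (control, 1 of 3) and Ppnisotig13431 at H3 (control, 1 of 3) had the channel in brackets well above background on that many arrays only.

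Signs differed for 6 fold changes near 1, where spots lie on both sides of 1. Contig08417 at H1 (-0.70 here, 1.10 in the paper) took the paper's sign under a dye effect. The sign of Contig09007 at H1 (0.347 here, -0.357 in the paper) was the paper's under the deposited log2 ratios and a dye effect. Contig13611 at H2 (-1.1 here, 0.35 in the paper) took the paper's sign under Feature Extraction's processed signals, median centring and the deposited log2 ratios. The sign of Contig19474 at H3 (-0.0198 here, 0.36 in the paper) was the paper's under contig means in place of spots, normexp with offset 0, Feature Extraction's processed signals, all spots kept, the deposited log2 ratios, a dye effect, the replicate block and the fit on the date alone. Contig20076 at H2 (-0.836 here, 0.113 in the paper) took the paper's sign under Feature Extraction's processed signals and the deposited log2 ratios. The sign of Contig20721 at H3 (-0.304 here, 1.08 in the paper) was the paper's under contig means in place of spots, median centring, the deposited log2 ratios, a dye effect, the replicate block and the fit on the date alone. Contig19474 at H3 (wound, 2 of 3; control, 2 of 3) had only that many arrays with the channel in brackets well above background.

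Array values plotted in Fig. 4, whose legend calls its axis normalized gene expression values, were taken to be log2 ratios. Contig00654 at H1 had -2.72 here and about -3.1 in the paper's Fig. 4, read by eye, and came within under normexp with offset 0, Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile, the deposited log2 ratios and a dye effect. Contig00787 at H1 had 2.80 here and about 3.5 in the paper's Fig. 4, read by eye, and came within under normexp with offset 0, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios. Contig03225 at H1 had -0.91 here and about -1.4 in the paper's Fig. 4, read by eye, and came within under normexp with offset 0. Contig05551 at H2 had -1.85 here and about -1.4 in the paper's Fig. 4, read by eye, and came within under no background correction, the deposited log2 ratios and a dye effect. Contig05923 at H2 had 1.52 here and about 2.5 in the paper's Fig. 4, read by eye, and came within under Feature Extraction's processed signals. Contig09007 at H3 had -2.45 here and about -1.4 in the paper's Fig. 4, read by eye, and came within under the deposited log2 ratios. Its fold change at H3 in the paper's Table 1 was not among those that differed. Contig12050 at H1 had -2.77 here and about -3.2 in the paper's Fig. 4, read by eye, and came within under normexp with offset 0, Feature Extraction's processed signals, median centring, no normalization between arrays, Aquantile and the deposited log2 ratios. Contig00787 at H1 (control, 2 of 3) and Contig05551 at H2 (wound, 1 of 3) had only that many arrays with the channel in brackets well above background.

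No alternative brought 11 other values of Fig. 4 within the paper's. Contig00654 had -0.72 here at H3 against the paper's about 0.2 in Fig. 4, read by eye. Contig00787 had -0.17 here at H2 against the paper's about 1.1 in Fig. 4, read by eye. Contig03225 had 1.34 here at H2 against the paper's about 0.8 in Fig. 4, read by eye. Contig05923 had 1.08 here at H3 against the paper's about 0.4 in Fig. 4, read by eye. Contig06476 had -0.36 here at H1 against the paper's about 0.1 in Fig. 4, read by eye, and -1.81 here at H2 against the paper's about -0.4 in Fig. 4, read by eye. Contig09007 had 0.0185 here at H1 against the paper's about -0.3 in Fig. 4, read by eye. Contig20304 had 0.19 here at H3 against the paper's about -0.2 in Fig. 4, read by eye. Contig20555 had -0.10 here at H3 against the paper's about 0.2 in Fig. 4, read by eye. Contig22185 had 6.15 here at H1 against the paper's about 7.5 in Fig. 4, read by eye, and 2.68 here at H3 against the paper's about -0.2 in Fig. 4, read by eye. The paper's Table 1 lists Contig22185 as overexpressed at H3, with a fold change not among those that differed. For that value the paper's figure and table differ from each other. Their signs are also opposite for Contig00654, Contig20304 and Contig20555 at H3 and for Contig00787 at H2. The table's fold changes of Contig03225 and Contig06476 at H2 were not among those that differed here. If the figure's axis does not hold log2 ratios, its values cannot be set against those here. Contig03225 at H2 (control, 1 of 3) had only that many arrays with the channel in brackets well above background.

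Of the matched contigs that Table S1 selects, Rank Products selected 721 of 807 at H1, 285 of 326 at H2 and 446 of 611 at H3. Among named contigs, 10 of the 155 calls of Table S1 at a date were not made here, all with a mean FDR of 0.05 or more. They were Contig10173 (0.0500), Contig14178 (0.0621) and Ppnisotig12073 (0.0531) at H1, Contig14053 (0.0573) and Ppnisotig10634 (0.077) at H2, and Contig01564 (0.138), Contig05923 (0.098), Contig08417 (0.0686), Contig19857 (0.0564) and Ppnisotig12073 (0.112) at H3. Limma with an FC size above 2 selected all but Contig14053, whose log2 ratio at H2 was 1.70 ± 1.79 (limma, adjusted p = 0.0709, 3 of 3 arrays, with the control well above background on 2). Rank Products on contig means selected Contig10173, Contig14053, Contig08417, Contig19857 and, at H1, Ppnisotig12073. No background correction selected Contig10173, and both normexp with offset 0 and Feature Extraction's processed signals selected Contig14053 and Ppnisotig10634. By any spot past both thresholds, chosen after seeing the values, all were selected except Ppnisotig12073 at H1. The text draws on Contig14053 as overexpressed at H1 and H2, and limma called it at H2 with those processed signals, no normalization between arrays, Aquantile, the deposited log2 ratios, a dye effect and without H2 replicate 1. Unlike Table S1, the paper's Table 1 does not mark Contig19857 at H3 as significant.

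The paper states that 4 late wood contigs and the early wood Contig06476 were repressed at H2 and H3. At H3 the 4 late wood contigs passed, and at H2 Contig17013 alone did. Contig01916 had -0.55 ± 0.83, Contig21865 -1.06 ± 0.63 and Contig15857 -0.16 ± 0.20 (wound well above background on 1 of 3 arrays) at H2, and Contig06476 had -0.58 ± 0.48 at H3 (limma, adjusted p = 0.374). No alternative run called any of these 4 values, in limma or Rank Products. The paper's text at 1 place puts Ppnisotig12265 in a cluster repressed at the later dates, while its Table 1 lists it in cluster A. Here it was overexpressed at each date, 5.26 ± 0.63, 4.00 ± 1.06 and 3.94 ± 1.76, as in the cluster that Table S1 gives. The paper states that it found no DEG related to the biosynthesis of jasmonic acid. Lipoxygenases of the 13S type act in that pathway, and tify proteins in jasmonate signalling. Here 6 of the 9 contigs listed as jasmonate-related were overexpressed at H1, among them the lipoxygenase Contig05260, 1.65 ± 0.30 (limma, adjusted p = 0.00309, 3 of 3 arrays). Rank Products no longer selected Contig05260 with normexp with offset 0 and with Feature Extraction's processed signals. In clusters C and H the paper counts more contigs without annotation than the 22 and 59 matched here.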

Other observations

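Of the tests in this part, that of a fault of spots for cluster K was set before its result was seen, and the others were chosen only after the result was seen.

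Rank Products selected 742 DEGs at H1, 295 at H2 and 453 at H3. The 3 arrays of a date give 4 patterns of signs, too few for a count of patterns to exclude chance, and the DEGs rest on the FDR that Rank Products estimates from permuted ranks.

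Replicate 1 stood apart from replicates 2 and 3. When 1 array per date was compared with the other 2 in limma, the 3 arrays of replicate 1 gave 4886 contigs at an unadjusted p under 0.05, rank 1 of 27 such picks. The next pick, which shares 2 of these arrays, gave 2744, and the median pick 677. Adjusted for all contigs, limma called 0. In replicate 1 the dyes are the opposite of those in replicates 2 and 3 at each date, so dye bias is a candidate explanation (rank 1 of 27). Any other property shared by the samples of replicate 1, such as a tree, was not tested apart from the dye. No biological explanation was tested.

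In clusters G and H the ratio changed between H1 and H3 mainly through the control channel. The control level of cluster G rose by 2.92 and the wound level by 0.58, and in cluster H the control level fell by 1.66 while the wound level rose by 0.37. In Feature Extraction's processed signals, with each channel centred on its median, the control level of cluster G rose by 3.91. This argues against loess and Aquantile as the cause. Centring also sets the arrays to a common level, so normalization of any kind is not excluded. The control level rose in all 3 replicates, by 2.35 at least, although the dyes were exchanged in replicate 1, which argues against dye bias. The control branches may have changed between the dates. Season and sampling of the branches were not tested apart.

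The mean log2 ratio of cluster K at H2 rested on replicate 1, with -8.88 in replicate 1, -0.65 in replicate 2 and -1.36 in replicate 3, and was -1.0 without H2 replicate 1. The spots of a contig had a mean SD of 0.434 on that array, within the 0.0826 to 0.441 of the other 8 arrays, which argues against a fault of spots. On H2 replicate 1 the control level of the 5 contigs was 4.71 above the mean of replicates 2 and 3, and the wound level was 0.96 below it. At H3, in the same dyes and with the control of all 5 contigs well above background on 3 of 3 arrays, the control level of replicate 1 was 0.59 above the mean of H3 replicates 2 and 3 (SD between arrays 0.81), which argues against dye bias. A candidate explanation is a difference in the control sample of that array. What that difference was, in the tree, the branch or the date of sampling, was not tested. Over all contigs, the control level on H2 replicate 1 was more than 3 log2 units above the other 2 arrays for 29 contigs and below for 43, against 15 and 16 for the wound level.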
